# mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion

**DOI:** 10.1038/s41467-019-14032-1

**Published:** 2020-02-05

**Authors:** Brian T. Gaudette, Derek D. Jones, Alexandra Bortnick, Yair Argon, David Allman

**Keywords:** Gene regulation, Antibodies, Marginal zone B cells, Plasma cells

## Abstract

How activated B cells build biosynthetic pathways and organelle structures necessary for subsequent robust antibody secretion is still unclear. The dominant model holds that nascent plasma cells adapt to increased antibody synthesis by activating the unfolded protein response (UPR) under the control of the transcription factor Xbp1. Here, by analyzing gene expression in activated B cells with or without plasma cell-inductive signals, we find that follicular B cells up-regulate a wide array of UPR-affiliated genes before initiating antibody secretion; furthermore, initial transcription of these loci requires the mTORC1 kinase adaptor, Raptor, but not Xbp1. Transcriptomic analyses of resting marginal zone B cells, which generate plasma cells with exceptionally rapid kinetics, reinforce these results by revealing the basal expression of UPR-affiliated mRNA networks without detectable Xbp1 activity. We thus conclude that B cells utilize mTORC1 to prepare for subsequent plasma cell function, before the onset of antibody synthesis.

## Abstract (web summary)

Antibody production in plasma cells involves the unfold protein response (UPR), but how this is regulated is not clear. Here the authors show that mTORC1 signalling but not Xbp1-mediated transcription regulation in activated B cells is important for the induction of a UPR-related transcriptome that precedes full plasma cell functions.

## Introduction

Antibody-secreting plasma cells are essential components of humoral immunity. Plasma cells contribute to host defense by secreting some 10,000 antibodies/s^1–3^. To achieve high throughput antibody synthesis newborn plasma cells must increase the size and functional capacity of the endoplasmic reticulum (ER) and the Golgi. How activated B cells deploy and regulate the biosynthetic pathways needed to expand the ER and other organelles as they differentiate into fully functional plasma cells is largely unknown.

The unfolded protein response (or UPR) is a highly conserved signal transduction pathway that drives the expression of genes needed for vigorous protein production^4^. The dominant model explaining UPR activation states that it is triggered in response to increased protein synthesis, which activates as many as three sensors in the ER membrane. The three main UPR-inducing ER sensors are Inositol-requiring trans-membrane kinase/endonuclease 1 (IRE1α), activating transcription factor-6 (ATF6), and protein kinase R-like ER kinase (PERK)^5,6^. Among these ER sensors only IRE1α is necessary and sufficient for inducing the plasma cell UPR^7–9^. Notably, when activated IRE1α uses its unique RNase activity to selectively splice transcripts encoding the transcriptional regulator Xbp1, thus creating an active transcription factor termed Xbp1s^10^. It has also been proposed that in early plasma cells Xbp1s actively promotes IgM synthesis and secretion^11^. Thus, the IRE1α/Xbp1s pathway is considered the chief regulator of the UPR in plasma cells^12,13^.

Full plasma cell differentiation also requires a unique gene regulatory network (GRN) that includes Xbp1 and the additional transcription factors Blimp1 and IRF4^13–17^. Blimp1 is a central regulator of early plasma cell differentiation, in part due to its ability to amplify immunoglobulin (Ig) gene expression to levels that activate the IRE1α/Xbp1s pathway^18^. Other work however suggests that antibody secretion can initiate without the Blimp1/Xbp1s axis^19^. For instance, Blimp1-null and Xbp1-null B cells appear to generate small numbers of cells with low antibody secretion^20,21^, key proteins of the UPR have been detected upon plasma cell induction in a transformed B cell line^22^, and spliced Xbp1 transcripts can be detected without IgM synthesis^23^. However, the timing with which these pathways are implemented in activated B cells and pre-plasma cells, and the implications of this timing for understanding UPR inductive mechanisms, remain unclear.

The mTORC1 kinase complex may play a key and unique role in UPR activation, but the mechanisms and timing with which mTORC1 contributes to this process are uncertain. It should also be noted, while mTORC1 clearly regulates protein translation^24^, mTORC1 may also regulate mRNA abundance for certain genes via poorly understood mechanisms^25^. We recently reported that the ER chaperone and IRE1α regulator BiP/Grp78^26^ is induced very early in plasma cell differentiation in a mTORC1-dependent manner^27^. Other work suggests that deregulated mTORC1 activity promotes suboptimal antibody secretion despite loss of Xbp1^28^. Importantly, while the latter report suggests that mTORC1 can substitute to some degree for Xbp1s via a poorly understood mechanism, it does not establish a role for mTORC1 signaling in the natural implementation of the UPR or distinguish between induction of UPR-affiliated genes versus frank UPR activation.

Here, we report transcriptomic data on recently activated B cells including in cells lacking Xbp1 or mTORC1 function. Our results reveal that mTORC1 drives the expression of a large battery of UPR-affiliated mRNAs, well before the onset of plasma cell function and independently of Xbp1s. We therefore conclude that activated B cells use mTORC1 to anticipate subsequent antibody synthesis.

## Results

### B cell differentiation kinetics

Our objective was to study biochemical events associated with plasma cell differentiation before Blimp1 induction in both follicular and marginal zone (MZ) B cells. MZ B cells generate plasma cells with accelerated kinetics compared to follicular B cells^29^, and are thought to play critical roles in humoral immunity to blood-borne microbes^30^. Hence to probe for insights into the molecular regulation of early plasma cell differentiation we compared differentiation kinetics and UPR-related gene expression in both follicular and MZ B cells. To this end, we first established a simple in vitro stimulation assay allowing direct comparisons of changes in specific transcript abundance in activated B cells versus early plasma cells. Splenic follicular B cells harvested from adult B6.Blimp1^+/GFP^ reporter mice stimulated with the TLR-9 ligand CpG proliferated robustly over 72 h, but failed to yield antibody-secreting Blimp1^+^ cells unless also stimulated with IL-4 and/or IL-5 (Fig. 1a–c, Supplementary Fig 1a). By contrast, CpG-stimulated MZ B cells yielded plasma cells within 48 h with fewer cell divisions, and without intentional cytokine addition (Fig. 1a–c). Importantly, we did not detect active antibody synthesis in freshly isolated MZ B cells (Supplementary Fig. 1b). Consistent with the idea that Xbp1 splicing occurs downstream of Blimp1 activation^18^, for follicular B cells we only detected Xbp1s after four cell divisions, quite similar to the onset of expression for Blimp1 and the canonical plasma cell marker CD138 (Syndecan-1) (Fig. 1a, d)^31^. Notably, the induction kinetics for Xbp1_S_ protein in follicular B cells were clearly delayed compared to BiP: Whereas Blimp1^+^ and Xbp1_S_^+^ cells were detected only in post-division cells and only well after 24 h, BiP^+^ cells were evident within 24 h and in undivided cells (Fig. 1e–g, Supplementary Fig 1c). These data raised the possibility that UPR-associated genes in addition to BiP are induced before full Xbp1-regulated implementation of the UPR.

**Fig. 1:**
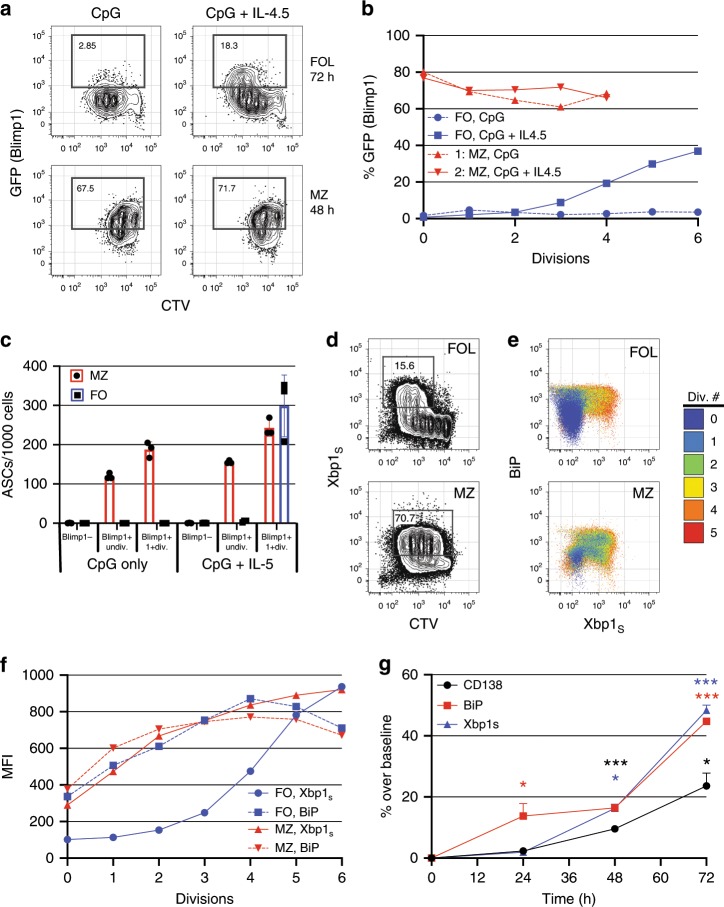
Control of B cell activation versus differentiation. **a** Celltrace violet (CTV) labeled follicular and MZ splenic B cells were purified from B6.Blimp1^+/GFP^ adults by cell sorting, stimulated for the indicated duration with CpG with and without IL-4 and IL-5, and assayed by flow cytometry for GFP expression and CTV dilution. **b** GFP expression as a function cell division for each cell and condition. **c** Follicular and MZ B cells from additional B6.Blimp1^+/GFP^ adults were stimulated as in **a**, then GFP^+^ and GFP^−^ cells that had or had not completed at least one cell division sorted into ELISPOT plates to quantify frequencies of total antibody-secreting cells (ASCs). Data is shown as individual data points, mean(bar) and SEM. **d** MZ and follicular B cells from a C57BL/6 adult were stimulated with CpG + IL-4,5 as in **a** for 72 h, then intracellular Xbp1_S_ levels evaluated as a function of CTV dilution. **e**, **f** MZ and follicular B cells were stimulated and analyzed as in **d** except for the additional use of an anti-BiP antibody. Shown are cell fractions back gated based on the indicated division number **e**, with MFIs graphed as a function of division number in **f**. **g** Follicular B cells were stimulated with CpG + IL-4/5 for the indicated times, and expression of the indicated proteins evaluated by flow cytometry and presented as percent of cells increased from baseline expression. Statistic indicates change in consecutive time points. Data is shown as mean and SEM (*p < 0.05, **p < 0.01, ***p < 0.001; repeated measures ANOVA, Tukey HSD post-test). Flow cytometry in **a**, **d** and **e** are representative experiments of at least three experimental replicates. Source data are provided as a Source Data file.

### Basal UPR gene expression in MZ B cells

Next, we tested for mTORC1 activation and the expression of UPR-affiliated genes in resting and activated B cells. Given the relative ease with which MZ B cells yield plasma cells (Fig. 1a–c)^29^, we first probed for evidence of constitutive Xbp1s and mTORC1 activity and expression of UPR-affiliated genes in naïve follicular and MZ B cells. Whereas we failed to detect Xbp1s protein in freshly isolated cells from either population (Fig. 2a), we did detect phosphorylation of the canonical mTORC1 substrate S6 (pS6) in MZ B cells; and pS6 levels were reduced to background following in vivo blockade of mTORC1 with rapamycin (Fig. 2b).

**Fig. 2:**
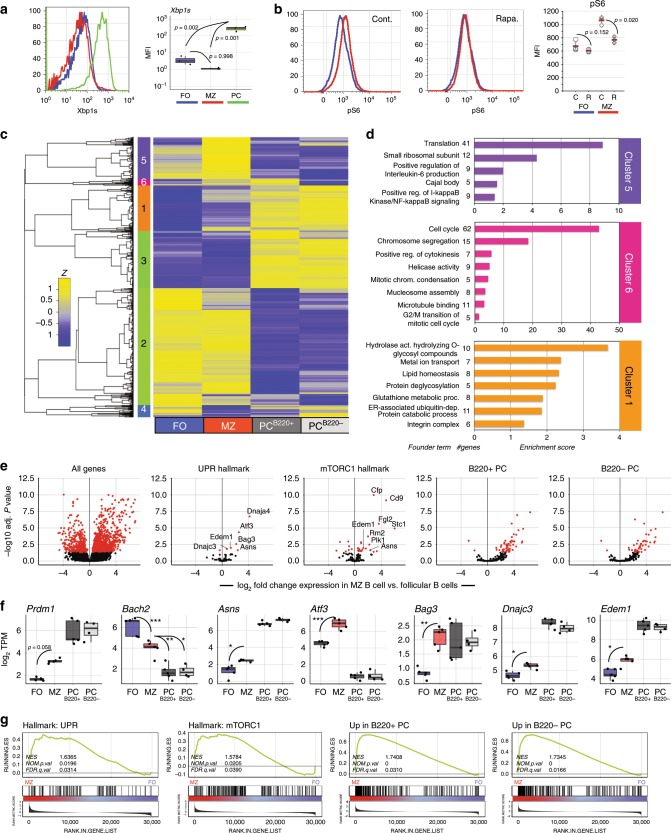
Basal UPR gene expression in resting MZ B cells. **a** C57BL/6 mouse splenocytes were stained for intracellular Xbp1s. Gating criteria are shown in Supplementary Fig. 1. Shown is a representative histogram and MFI of three animals, which are summarized as the mean (line), 75% CI (box), and 95% CI (whisker) and individual points. One-way ANOVA with Tukey post-test was performed to generate *p* values. **b** Intracellular phosphorylated S6 protein staining was performed on follicular (FO) and MZ B cells from mice treated with rapamycin or vehicle control every other day for a total of four treatments. Counts as percent of maximum are displayed with quantification on right. *p* value is two-tailed Student’s *t*-test. Summary data for all animals presented as individual data points, mean and SEM. **c**–**g** RNA-seq was performed on splenic follicular and MZ B cells and short-lived (B220^+^) and long-lived (B220^−^) BM PCs from five individual B6.Blimp^+/GFP^ adults. **c** Differentially expressed genes were averaged by group and gene co-regulation was determined by hierarchical clustering by Pearson correlation with a grouping cutoff (*k*) of six chosen using best of 26 indices by NbClust^71^. Gene expression is averaged by group (*n* = 5) for clarity and displayed as *z* score across each row. **d** Gene ontology clustering enrichment analysis of selected co-expression clusters is shown. Indicated is the founder term for each GO term cluster followed by gene numbers for that term. Bar length indicates the enrichment score for the GO cluster. **e** Volcano plots showing genes differentially expressed in MZ B cells over follicular B cells for all genes (first panel), UPR hallmark genes, mTORC1-signaling hallmark genes, the top 250 upregulated genes in B220^+^ BM PCs versus follicular B cells and the top 250 genes upregulated in B220^−^ BM PCs versus follicular B cells. Genes are color coded by adjusted *p*-value (red = *p* < 0.05). Adjusted *p*-value is BH-adjusted (eBayes method—Limma). **f** Log_2_ TPM expression magnitude of selected genes is shown as mean (line), 75%CI (box) and 95%CI (whisker) as well as individual data points (jitter). (*p < 0.05, **p < 0.01, ***p < 0.001; differential expression statistic: BH-adjusted *p*-value—eBayes method—Limma). **g** GSEA was performed using the BROAD UPR and mTORC1-signaling hallmark gene sets as well as B220^+^ and B220^−^ upregulated gene sets described in **e** comparing MZ B and follicular B cells. FDR-q values computed using 1000 geneset permutations. Source data are provided as a Source Data file.

Next we used RNA-seq to compare global mRNA transcript abundance in freshly isolated splenic follicular and MZ B cells together with immature B220^+^ and mature B220^−^ bone marrow (BM) plasma cells, with all populations twice sorted from 4 to 5 individual mice (see Supplementary Fig. 1d, e). Although past microarray data revealed differential gene expression between follicular and MZ B cells^32^, due to its increased sensitivity^33^, we reasoned that RNA-seq analyses would reveal additional insights into mechanisms underlying the plasma cell poised state of MZ B cells, especially when compared directly to immature plasma cells. Of note, we developed an in-house RNA-seq data set for each population because this approach allowed us to track gene expression changes in many cell types and conditions across multiple biological replicates.

Our RNA-seq analyses revealed 1205 differentially regulated genes between freshly isolated follicular and MZ B cells (Supplementary Fig. 2a, b). Hierarchical clustering of the 7249 genes differentially expressed between all four cell types groups without respect to Ig transcripts resolved distinct clusters of genes for which transcript abundance was uniquely shared between MZ B cells and both plasma cell populations (Clusters #1, #6), although abundance for most of these transcripts was lower in MZ B cells compared to plasma cells (Fig. 2c). Cluster #1 was enriched for genes encoding proteins associated with protein modification pathways, lipid homeostasis, and ER-associated protein catabolism, and Cluster #6 for loci associated with mitosis (Fig. 2d). Notably, MZ B cells also expressed a unique mRNA cluster (Cluster #5) enriched for gene products involved in protein translation and ribosome synthesis (Fig. 2c, d). Direct comparison of differentially expressed genes between follicular and MZ B cells revealed that many genes belonging to the canonical UPR and mTORC1-signaling hallmark gene sets are upregulated in resting MZ B cells (Fig. 2e). We also prepared gene signatures consisting of the top 250 genes upregulated in both immature (B220^+^) and long-lived (B220^−^) BM plasma cells compared to follicular B cells and observed a large number of these genes to be upregulated in MZ B cells (Fig. 2e). Evaluation of individual transcripts confirmed that resting MZ B cells express an array of UPR-associated loci. These included genes encoding the regulatory chaperones p58^IPK^ (*Dnajc3*) and DnaJ/Hsp40 (*Dnaja4*), asparagine synthetase (*Asns*), the regulator of the endoplasmic-reticulum-associated protein degradation (ERAD) pathway Edem1 (*Edem1*)^34^, and the transcriptional regulator of the stress response ATF3 (*Atf3*) (Fig. 2e, f). We also observed modest increases in mRNA abundance for Blimp1 (*Prdm1*), and modest decreases in transcript abundance for Bach2 (*Bach2*), a negative regulator of Blimp1 transcription^35^ (Fig. 2f). Importantly, other components of the canonical plasma cell GRN were not significantly changed; for instance, we observed no differences in mRNA levels between follicular B cells and MZ B cells for *Pax5* or *Bcl6* (Supplementary Fig. 2d).

We also employed gene set enrichment analysis (GSEA) to examine changes in transcriptional pathway activation to probe for coordinated changes in functionally related genes^36^. We compared MZ B cells to follicular B cells using hallmark gene sets for the UPR and mTORC1 signaling^36,37^. These results revealed significant enrichment for canonical UPR and mTORC1-signaling targets in resting MZ B cells (Fig. 2g). We then examined expression of the plasma cell program in MZ B cells using our in-house generated immature and long-lived plasma cell signatures and observed significant skewing toward in favor of MZ B cells over follicular B cells (Fig. 2g). Leading edge analysis confirmed that several UPR targets as well as *Prdm1* are components of a core plasma cell gene expression signature in MZ B cells (Supplementary Fig. 2e). We conclude that resting MZ B cells express many genes associated with plasma cell differentiation including several canonical UPR targets expressed in mature long-lived plasma cells, despite the absence of antibody secretion and Xbp1s typical of functional plasma cells. Therefore the transcription of UPR-affiliated genes can occur without full plasma cell function.

### UPR target gene activation in pre-plasma cells

We sought to test whether activated follicular B cells experience a UPR-enriched gene expression profile before the onset of plasma cell function similar to resting MZ B cells. In light of the observed mTORC1 activity in unstimulated MZ B cells, we first assessed the activation of mTORC1 in in vitro-activated B cells. We observed robust S6 phosphorylation in cells treated with CpG with or without cytokine (Supplementary Fig 3a). It has been shown that TLR9 and even IL-5 receptor signaling can activate mTORC1 via the PI3 kinase-AKT pathway^38–40^. We therefore evaluated the expression of phosphorylated AKT in these cells. We observed significant increases in phosphorylated AKT in cells treated with CpG with or without adding cytokines, and in cells treated with IL-5 alone (Supplementary Fig. 3b). Next, we prepared RNA-seq libraries from B6.Blimp1^+/GFP^-derived follicular B cells stimulated for 72 h with either activating (CpG alone) or plasma cell-inductive (CpG + IL-4,5) conditions. We compared activation of the UPR and mTORC1 pathways between Blimp1^−^ CpG-treated B cells, Blimp1^−^ CpG + IL-4,5-treated B cells, and Blimp1^+^ CpG + IL-4,5-treated plasma cells, and witnessed differential activation of the UPR pathway genes by both differential expression and GSEA analyses (Fig. 3a, b, Supplementary Fig. 3c). While robust activation of hallmark mTORC1-signaling genes was evident in all stimulation groups, differences in the quality and scale of the expression of UPR-affiliated genes were evident (Fig. 3a, b). To define the plasma cell-specific UPR program more directly, we first identified UPR hallmark genes up-regulated in long-lived B220^−^ BM plasma cell relative to freshly isolated follicular B cells (Fig. 3c). We then compared the expression of plasma cell-specific UPR genes across the three in vitro-induced populations above along with resting follicular B cells. Notably, this strategy revealed that 24 of these genes were induced in Blimp1/GFP^−^ B cells by activating conditions (magenta sidebar), whereas an additional 33 UPR-affiliated genes were observed in Blimp1/GFP^−^ cells experiencing plasma cell-inductive conditions (cyan sidebar) (Fig. 3c–e). As expected, expression of both gene sets was also observed in Blimp1/GFP^+^ cells (Fig. 3d, e). Given that the expression of many UPR-affiliated genes preceded XBP1s protein expression, we probed for bona fide UPR function in stimulated B cells by evaluating the activation status of several canonical ER sensors. Western blot analyses revealed no evidence for PERK, ATF6, or IRE1 activity in activated B cells, whereas, with the exception of PERK, each was clearly activated in actual plasma cells (Supplementary Fig. 3c). We did however observe upregulation of p58IPK in stimulated B cells as well as plasma cells. The latter finding is consistent with past work suggesting that p58IPK plays an important role in early plasma cell function by preventing PERK-mediated inhibition of protein translation^7^ (Supplementary Fig. 3c). Altogether these findings suggest that the transcription of numerous UPR-affiliated genes is increased in activated B cells, before initiation of UPR function in early plasma cells.

**Fig. 3:**
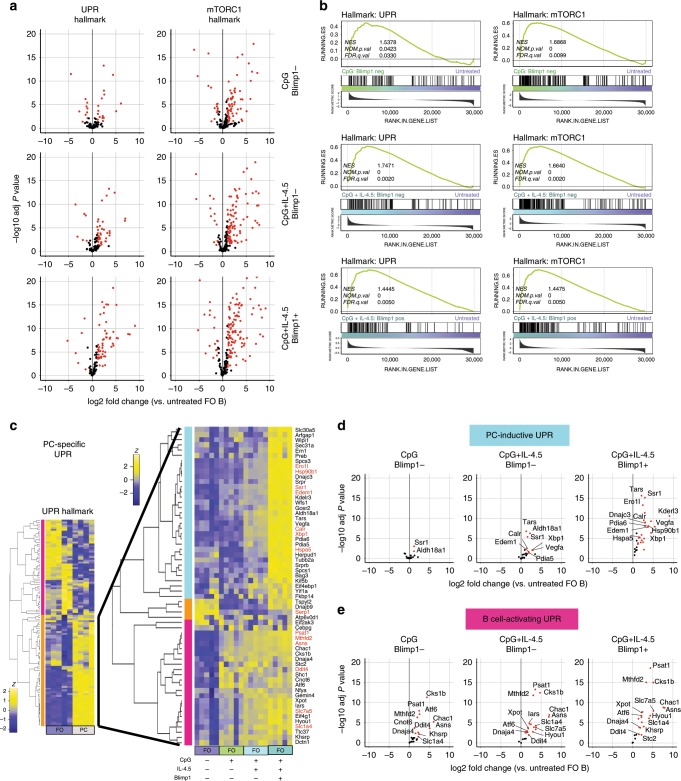
Development of a plasma cell-inductive UPR signature. CTV-labeled splenic follicular B cells were sorted from five B6.Blimp1^+/GFP^ adults, and cultured with CpG with and without IL-4 + IL-5 for 72 h. RNA-seq was performed on cDNA prepared from 4th division GFP/Blimp1^−^ cells treated with CpG or CpG plus IL-4/5, 5th division GFP/Blimp1^+^ CpG plus IL-4/5 cells, as well as freshly isolated follicular and MZ B cells (Supplementary Fig. 3). **a** Volcano plots display differential expression of UPR and mTORC1-signaling hallmark gene sets comparing the indicated treatment groups to freshly isolated follicular B cells (group *n* = 5 animals). Genes are color coded by the differential expression statistic *p* < 0.05, log_2_ fold change > 1 (BH-adjusted *p*-value—eBayes method—Limma). **b** GSEA was performed using the BROAD UPR and mTORC1-signaling hallmark gene sets comparing indicated treatment groups and freshly isolated follicular B cells. FDR-q values computed using 1000 geneset permutations (group *n* = 5 animals). **c** RNA-seq comparing UPR hallmark gene expression in BM B220^−^ plasma cells (PCs) to splenic follicular B cells was used to identify PC-specific UPR genes. The expression of these genes was then assessed across in vitro-activated and differentiated follicular B cells to determine those genes induced by B cell activation (magenta) and those requiring PC-inductive stimulus (cyan). Indeterminate genes (orange) were omitted. Those genes printed in red are contained within both the BROAD UPR and mTORC1 signaling gene sets. **d**, **e** Volcano plots display differential expression of gene sets defined in **c** for indicated treatment groups compared to freshly isolated follicular B cells (group *n* = 5 animals). Genes are color coded by the differential expression statistic *p* < 0.05, log_2_ fold change > 1 (BH-adjusted *p*-value—eBayes method—Limma).

We hypothesized that B cell activation without plasma cell inductive stimuli induces the expression of UPR components that amplify translation and modify nascent proteins, whereas UPR-affiliated genes observed in Blimp1/GFP^−^ pre-plasma cells are affiliated with expansion of relevant organelles needed for eventual full plasma cell function. To test this hypothesis, we first performed gene ontology (GO) functional annotation clustering analysis. We observed that while both groups were enriched for the expected UPR and ER stress GO terms, the plasma cell-inductive group exhibited enrichment for more functionally diverse terms, such as protein disulfide isomerases, ER membrane components, and ERAD functions (Fig. 4a). Closer examination of the molecular and cellular functions of members of these two groups of genes revealed further qualitative distinctions. More than half of the B cell-activating UPR group contained genes connected to the regulation of transcription and translation or sensors of misfolded proteins. By contrast, the plasma cell-inductive UPR segment in pre-plasma cells was enriched for genes important for ER-genesis and building of the secretory apparatus, including chaperones, isomerases, and gene products that regulate protein trafficking, ER–golgi localization, and the ERAD pathway (Fig. 4b, Supplementary Table 1).

**Fig. 4:**
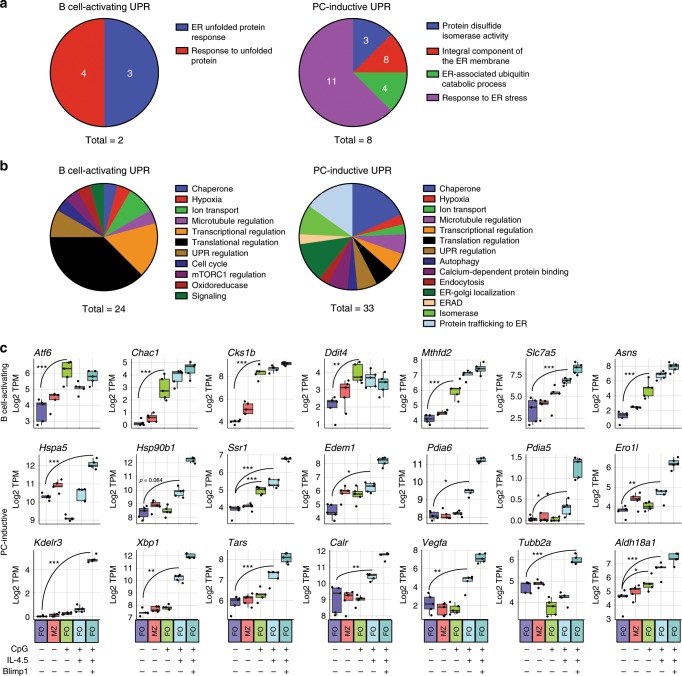
Qualitative differences in activation induced and plasma cell-differentiation induced UPR gene sets. **a** Gene sets defined in Fig. 3c were subjected to gene ontology (GO) cluster-enrichment analysis. Biological process, cellular compartment, and molecular function annotation was used to determine clusters of enriched terms. Only those terms with a *p* value < 0.05 were used in clustering. The term with maximum number of contained genes was chosen as the founder term and the number of genes is shown in the wedge. **b** Each gene in the gene sets defined in Fig. 3c was annotated by functional category. Wedge indicates the number of genes in the term as part of the total genes in the gene set. **c** From the RNA-seq dataset described in Fig. 3, the Log_2_ TPM magnitude of expression of selected genes in each gene set is shown as mean (line), 75%CI (box) and 95%CI (whisker) as well as individual data points (jitter). (*p < .05, **p < .01, ***p < .001; differential expression statistic: BH-adjusted *p*-value—eBayes method—Limma). PC plasma cell. Source data are provided as a Source Data file.

Examination of specific genes provided additional clues about how activated B cells establish biosynthetic pathways needed for robust antibody secretion. Transcripts that were readily induced by B cell activation alone included those encoding sensors of misfolded proteins, such as ATF6 (*Atf6*), ion transport regulators such as cation transport-regulator-1 (*Chac1*), regulation of cell cycle (CDC28 protein kinase 1b (*Cks1b*)), the negative regulator of mTORC1 activity known as DNA damage-inducible gene 4 (*Ddit4*), and methylenetetrahydrofolate dehydrogenase (*Mthfd2*). Furthermore, a plurality of these genes (8 of 24) have been connected to the regulation and maintenance of protein translation. These included the amino acid transporter encoded by *Slc7a5*, and asparagine synthase (*Asns*) (Fig. 4c). In contrast, among transcripts up-regulated in Blimp1/GFP^−^ pre-plasma cells, more than half encode proteins involved in protein secretion. These encompassed chaperones including BiP (*Hspa5*) and GRP94 (*Hsp90b1*), regulators of ER trafficking, such as the signal sequence receptor *Ssr1*, facilitators of disulfide bond formation including protein disulfide isomerase A6 (*Pdia6*) and the oxidoreductase *Ero1l*, ERAD regulator *Edem1*, and several regulators of ER-golgi localization such as the ER-lumen protein-retaining receptor *Kdelr3* (Fig. 4c). We also witnessed up-regulation of full-length Xbp1 transcripts in these cells (Fig. 4c). Importantly, both of these functional groups were initiated preceding activation of a Blimp1-dependent canonical plasma cell program.

### UPR-related gene expression in activated B cells in vivo

To extend our results we examined gene expression in early activated B cells and plasma cells in vivo. To this end, we immunized B6.Blimp1^+/GFP^ mice with the hapten-carrier conjugate nitrophenyl-lipopolysaccharide (NP-LPS). The kinetics of plasma cell induction in response to haptenated LPS are well-established^41^, and NP-specific B cells and plasma cells are readily purified by cell sorting using NP-conjugated fluorphores^42^. As expected, 4 days post-immunization we readily observed both NP-binding Blimp1^−^ CD138^−^-activated B cells and Blimp1^+^ CD138^+^ plasma cells (Supplementary Fig. 4a). Evaluation of BiP and XPB1s expression by flow cytometry on day 4 revealed a small increase in BiP staining in activated B cells relative to resting IgD^+^ B cells, whereas as expected we only detected XBP1s expression in bona fide plasma cells (Supplementary Fig. 4a–c).

To examine gene expression, NP-binding cells within both populations were twice-sorted from three individuals and subjected together with naïve IgD^+^ B cells to RNAseq. Analysis of 1840 genes that were differentially expressed (>3-fold) in activated NP-specific B cells reveal significant enrichment for genes that encode proteins that regulate protein folding and glycosylation (Fig. 5a, b, Supplementary Fig. 4d). Furthermore, we observed strong enrichment for both the mTORC1 signaling and UPR hallmark genesets in NP-specific B cells (Fig. 5c). Specifically, several members of the plasma cell-specific UPR and mTORC1 genesets including the isomerase encoded by Ero1l, the signal sequence receptor Ssr1, and ERAD component Edem1, although generally and as expected mRNA abundance for these genes was lower than that observed for Blimp1^+^ CD138^+^ cells (Fig. 5d, e). We conclude that numerous canonical mTORC1 and UPR-affiliated genes are expressed in activated antigen-specific B cells preceding plasma cell differentiation in vivo.

**Fig. 5:**
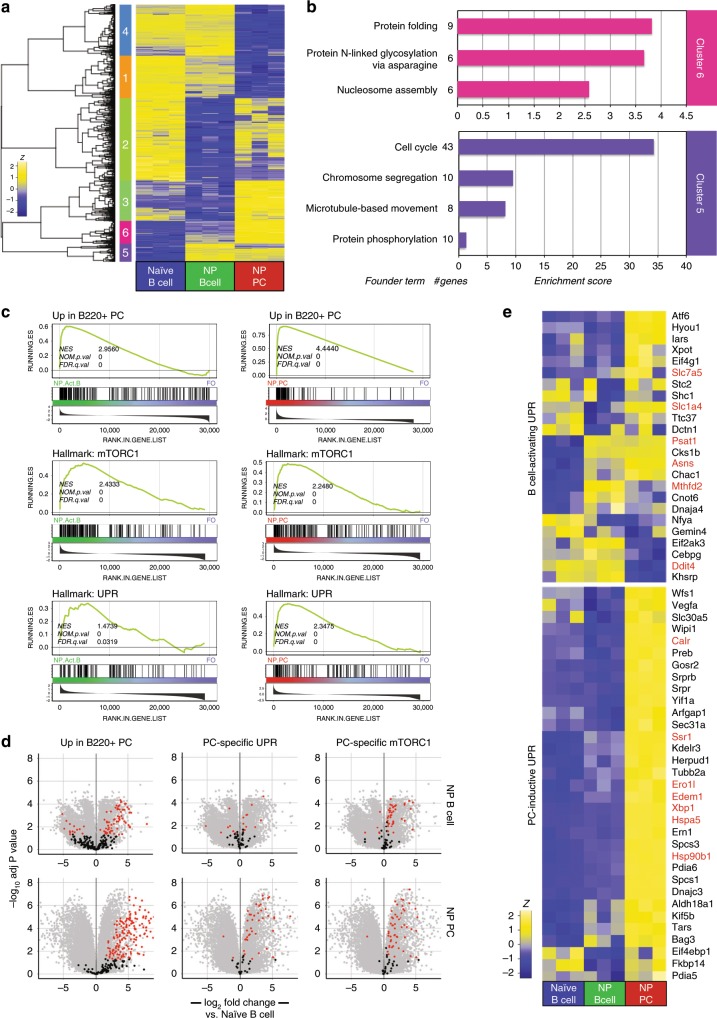
Induction of UPR-related genes in activated B cells in vivo. B6.Blimp1^+/GFP^ mice were immunized with 50 μg NP-LPS intraperitoneally. Naïve (IgD^high^, Dump[CD4, CD8α, F4/80, Ter199]^−^, B220^+^, NP^−^), antigen-specific activated B cells (IgD^−^, Dump[CD4, CD8α, F4/80, Ter199]^−^, GFP^−^, CD138^−^, B220^+^, NP^+^), and antigen-specific plasma cells (PCs) (IgD^−^, Dump[CD4, CD8α, F4/80, Ter199]^−^, GFP^+^, CD138^+^, NP^+^) were twice sorted for RNA and cDNA preparation and RNA-sequencing. **a** 1840 differentially expressed genes between the three groups were defined by BH-adjusted *p*-value < 0.01 and log_2_ fold change ≥ 3 and hierarchically clustered by Pearson correlation and broken into six clusters as determined by within sum of squares (elbow) method. **b** Gene ontology clustering enrichment analysis of selected co-expression clusters is shown. Indicated is the founder term for each GO term cluster followed by the number of genes represented in that term. Bar length is an indication of the enrichment score for the GO cluster. **c** GSEA was performed using the BROAD UPR and mTORC1-signaling hallmark gene sets as well as the B220^+^ PC gene signature defined in Fig. 2e comparing indicated groups. FDR-q values computed using 1000 geneset permutations (*n* = 3 animals). **d** Volcano plots display the differential gene expression between NP-specific B cells and PCs versus IgD^+^ B cells. Genes in red indicate adjusted *p* < 0.05 and Log_2_ fold change at least 0.5. Indicated genesets are overlayed on all genes in gray. **e** Gene expression for the PC-sp**e**cific UPR genesets defined in Fig. 3 are shown. Indicated in red are genes found in both the mTORC1 signaling and UPR hallmark genesets.

### Impact of Xbp1 mutation

To determine if pre-differentiation priming of the ER is indeed Xbp1-independent, we bred mice harboring a Xbp1 allele wherein exon 2 is flanked by loxP sites (Xbp1^f/+^) with mice possessing a CD20-regulated tamoxifen-induced CD20-Cre fusion protein (hCD20-Tam-Cre). Of note, it has been reported that Xbp1-deficient B cells can be induced to secrete antibody at readily detectable albeit suboptimal quantities^21^, but the impact of Xbp1 loss-of-function on early induction of a broad coalition of UPR components has not been reported. We fed adult hCD20-Tam-Cre; Xbp1^f/f^ and hCD20-Tam-Cre;Xbp1^+/+^ mice tamoxifen for 10 days, and then prepared, stimulated, and analyzed splenic follicular B cells from individual mice. In vitro stimulation of cells from 3 to 5 individuals of each genotype showed no difference in their ability to generate CD138^+^ cells after stimulation for 72 h with CpG + IL-4,5 (Fig. 6a). The upregulation of CD138 was consistent both kinetically and by cell division number with the upregulation of Blimp1 and Xbp1s expression (see Fig. 1a, d). Importantly, PCR analysis of genomic DNA prepared from unstimulated B and T cells and parallel RNA-seq analyses of stimulated B cells from each individual both revealed selective loss of exon 2 in B cells from hCD20-Tam-Cre; Xbp1^f/f^ mice (Fig. 6b). We next performed RNA-seq with Xbp1 sufficient and deficient follicular CD138^−^ B cells induced via activating (CpG alone) or plasma cell inductive (CpG + IL4,5) conditions. We also analyzed CD138^+^ plasma cells from the latter group. These data indicated that both the B cell activating and plasma cell-inductive UPR program were activated robustly despite loss of Xbp1 (Supplementary Fig. 5). Indeed, among activated CD138^−^ cells with minor exceptions there was no difference in the up-regulation of UPR genes in any stimulation group (Fig. 6c, d). The only gene differentially expressed gene between the CpG-treated groups was Xbp1 itself, and only the Hsp40 member chaperone and PERK regulator *Dnajc3* and stanniocalcin 2 (*Stc2*) were differentially expressed in CD138^−^ cells with CpG + IL-4,5 stimulation (Fig. 6c, d). Further and in contrast, among induced CD138^+^ cells we observed a unique and partial dependence on Xbp1 for maximal upregulation of the UPR (Fig. 6c, d). Whereas only the hypoxia-regulated gene *Hyou1* was dependent on Xbp1 for maximal expression after expression of CD138 in the B cell-activating UPR group, as many as 15 of the genes in the plasma cell inductive UPR group were further enhanced by Xbp1 activity following CD138 expression. These broadly included chaperones (*Dnajc3*), protein-trafficking effectors (*Kdelr3, Ssr1*), isomerases (*Pdia6*), and the ERAD modulator *Edem1* (Fig. 6e). These data indicate that both regulation of basic cellular processes of transcription and translation and adaptive ER organelle genesis occur in an Xbp1-independent manner and only the latter is then amplified and maintained by Xbp1 following differentiation.

**Fig. 6:**
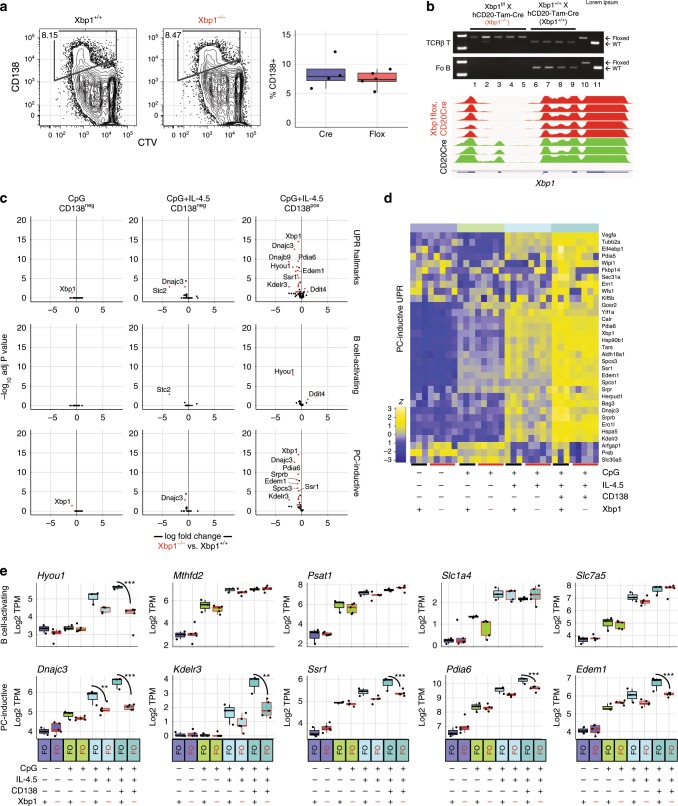
Xbp1-independent early activation of UPR gene expression. Follicular B cells were prepared from either hCD20-TAM-Cre (*n* = 3) or Xbp1^fl/fl^;hCD20-TAM-Cre (*n* = 5) animals after 10 days of tamoxifen diet. Sorting was performed as in Supplementary Fig. 1e. These cells were then in vitro activated and differentiated as in Fig. 3 using CD138 staining to identify bona fide plasma cells (PCs). **a** CTV-labeled follicular B cells from the mice described in **a** were stimulated with CpG + IL-4/5 for 72 h, stained for CD138 expression, and analyzed. All plots show viable cells only. (**b**, upper panel) CD20-TAM-Cre;Xbp1^fl/fl^ (1–5) and CD20-TAM-Cre;Xbp1^+/+^ (6–9) female adults from above. Genomic DNA from purified follicular B cells (CD19^+^, AA4.1^−^, CD23^+^, CD21/35^int^) and CD19^−^, TCRβ^+^ T cells was used to detect WT and floxed Xbp1 by PCR. Genotypes shown at right. Note loss of PCR product in CD19^+^ CD20-TAM-Cre;Xbp1^fl/fl^ cells. Lanes 10 and 11 are PCR products from control tail DNA from Xbp1^f^ and C57BL6 mice, respectively. (**b**, lower panel) Alignment tracks of RNA-seq reads at the Xbp1 locus from Blimp^−^ CpG + IL-4,5-stimulated follicular B cells from the indicated individual mice displaying the selective loss of the floxed exon 2. **c** Volcano plots display differential expression of UPR hallmark genes and the gene sets defined in **c** for indicated treatment groups compared to freshly isolated follicular B cells (group *n* = 3–5 animals). Genes are color coded by the differential expression statistic *p* < 0.05, log_2_ fold change > 1 (BH-adjusted *p*-value—eBayes method—Limma). **d** Expression of PC-inductive UPR genes as defined in Fig. 3c are shown for each animal and in vitro-treatment group as the *z* score across each row. **e** Log_2_ TPM magnitude of expression of selected genes in each gene set is shown as mean (line), 75%CI (box) and 95%CI (whisker) as well as individual data points (jitter) (*p < 0.05, **p < 0.01, ***p < 0.001; differential expression statistic: BH-adjusted *P*-value—eBayes method—Limma). Source data are provided as a Source Data file.

### mTORC1-dependent deployment of UPR gene expression

We next evaluated the impact of inducing B cell-specific mutation of the essential mTORC1 adaptor Raptor on early induction of UPR gene expression. To this end we prepared B cells from individual Raptor^f/f^;hCD20-Tam-Cre and control Raptor^+/+^;hCD20-Tam-Cre adults (three mice per genotype per time point) that had been exposed to tamoxifen for 10 days as described above (Supplementary Fig. 6a). 

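The RNA-seq of this experiment covers 36 libraries of splenic B cells in 12 groups of 3. Cells of the floxed mice are written Rptor-/-. Those of the controls, which carry the same tamoxifen-inducible Cre and no floxed allele, are written Rptor+/+. Follicular B cells of both genotypes were taken at rest and after 24, 48 or 72 h with 0.1 μM CpG, 100 ng/ml IL-4 and 100 ng/ml IL-5, when viable CD138- cells were sorted. At 72 h CD138+ cells of both genotypes were also sorted, and resting marginal zone (MZ) B cells of both genotypes were sequenced. The authors amplified cDNA with a SMART-Seq kit, prepared Nextera libraries and quantified transcripts against the mouse genome build mm10 with kallisto. They gave length-corrected transcript abundances (TPM) for 30317 gene symbols, with a second table of log2 values from limma voom. The TPM of a library sum to between 905339 and 953237, and 14740 to 21222 genes have a TPM above 0. Read counts are not given. If the lowest normalized value of each library stands for a count of 0, the libraries hold 5.84 to 12.77 × 1e6 estimated counts (median 10.45 × 1e6). The libraries of a group are numbered 1 to 3 as in the deposited tables.
For every comparison in the time course, log2(TPM + 1) was fitted with limma over the 27 libraries of the 9 follicular groups, Rptor-/- CD138+ cells left out, with one mean per group and a trend in the variances. The paper's methods pass TPM through voom before limma, a step that this fit leaves out. Tests covered the 13552 genes with a TPM of at least 1 in at least 3 of these libraries, p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. A total of 31 gene lists, both UPR gene sets of Fig. 3c among them, was fixed before the data were examined. So were the rule for the genes named, the comparisons and all but 3 of the alternative settings. The published Source Data values of the 18 genes of Fig. 7c had been seen before that. Lists were tested against all other genes with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. The TPM table matches the published Source Data of Fig. 7c: all 486 values of its 18 genes lie within 0.01 of log2(TPM + 1).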

Splenic follicular B cells from each mouse were stimulated for 24, 48, or 72 h using plasma cell-inductive (CpG + IL-4,5) conditions, and RNA-seq was performed on sorted viable cells from each sample. 

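The Rptor transcript was lower in floxed than in control CD138- cells after stimulation. At 48 h it stood at 7.57 ± 0.87 TPM (SD, n = 3) in Rptor+/+ and 3.39 ± 0.88 TPM in Rptor-/- cells, a log2 fold change of -0.98 (standard error 0.21, adjusted p = 0.0072 from limma). At 72 h it stood at 7.28 ± 2.75 and 3.34 ± 0.29 TPM, a log2 fold change of -0.89 (standard error 0.21, adjusted p = 0.0055 from limma). At 24 h the levels were 11.18 ± 2.15 and 5.74 ± 0.34 TPM, with a log2 fold change of -0.84 (adjusted p = 0.101 from limma). At rest they were 10.87 ± 3.00 and 8.57 ± 0.84 TPM, with a log2 fold change of -0.29 (adjusted p = 0.567 from limma). Rptor, which encodes the mTORC1 scaffold Raptor, lies on chromosome 11 of GRCm38 from 119602905 to 119899591. These values cover the whole gene and the files hold none per exon, so they do not measure the loss of the floxed part. The paper shows that loss by PCR of genomic DNA from follicular B cells. Fitted to the compared groups alone, the 72 h difference has an adjusted p of 0.107.
In resting follicular B cells 29 genes were lower and 16 higher in Rptor-/- than in Rptor+/+ mice (45 in all, 99 without Rptor+/+ library 3 and 5 when fitted to the compared groups alone), while no gene of either UPR set was called by limma or by voom on the TPM. At an unadjusted p under 0.05, 1 B cell-activating gene was higher, and 1 plasma cell-inductive gene was lower and 4 were higher. Adjusted over the list alone, 1 plasma cell-inductive gene was lower (Calr, the ER chaperone calreticulin, log2 fold change -0.30). Under quantile normalization 1 plasma cell-inductive gene was called lower over all genes. Of 24 mitosis genes, Ube2c, which encodes a ubiquitin-conjugating enzyme of mitotic exit, was called lower by limma (log2 fold change -1.31, standard error 0.26). Adjusted over the list alone, 8 were lower (camera adjusted p = 7.1e-07, adjusted p = 0.636 with an estimated correlation). Of 11 macrophage and monocyte markers, 8 were lower when adjusted over the list alone (C1qc -1.22, Vcam1 -1.09, each with adjusted p = 0.0581 over all genes; camera adjusted p = 1.5e-09, adjusted p = 0.0537 with an estimated correlation). Over all genes limma called 0 of them, while voom on the TPM and quantile normalization each called 2 lower. Of 7 neutrophil markers 2 were lower when adjusted over the list alone, and the 8 markers of NK and dendritic cells also had log2 fold changes below 0 (camera adjusted p = 1.3e-04 and 0.0084, adjusted p = 0.4585 each with an estimated correlation). Neutrophil markers summed to 347, 11 and 59.3 TPM in Rptor+/+ libraries 1, 2 and 3 against 10, 33.4 and 26.2 in Rptor-/-. The difference thus rests largely on Rptor+/+ library 1. NK and dendritic cell markers summed to 55.3, 45.2 and 24.8 against 23.8, 42.3 and 30.3 TPM, with overlap. Of 13 immediate early and dissociation stress genes 3 were higher, all of heat shock (Hspa1a 1.35, Hspa1b 1.57, Dnajb1 0.60; 1 with the deposited normalized values; 1 lower and 5 higher when adjusted over the list alone; camera adjusted p = 0.0062, adjusted p = 0.652 with an estimated correlation). The call of Ube2c is lost without Rptor-/- library 1 or 2 (adjusted p = 0.0534 and 0.0980 from limma) or Rptor+/+ library 1 or 2 (adjusted p = 0.0802 and 0.0728), and when fitted to the compared groups alone (adjusted p = 0.361). Voom on the TPM calls 0 mitosis genes, with 4 lower at an unadjusted p under 0.05 (Ube2c adjusted p = 0.210), and the deposited normalized values 5 lower. The 3 heat shock calls are lost without Rptor-/- library 3 (adjusted p = 0.0770, 0.0740 and 0.1008), those of Hspa1b and Dnajb1 without Rptor-/- library 2 (adjusted p = 0.0510 and 0.116) or Rptor+/+ library 1 (adjusted p = 0.0781 and 0.0829), and that of Dnajb1 without Rptor+/+ library 3 (adjusted p = 0.0513).

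**Figure D1:**
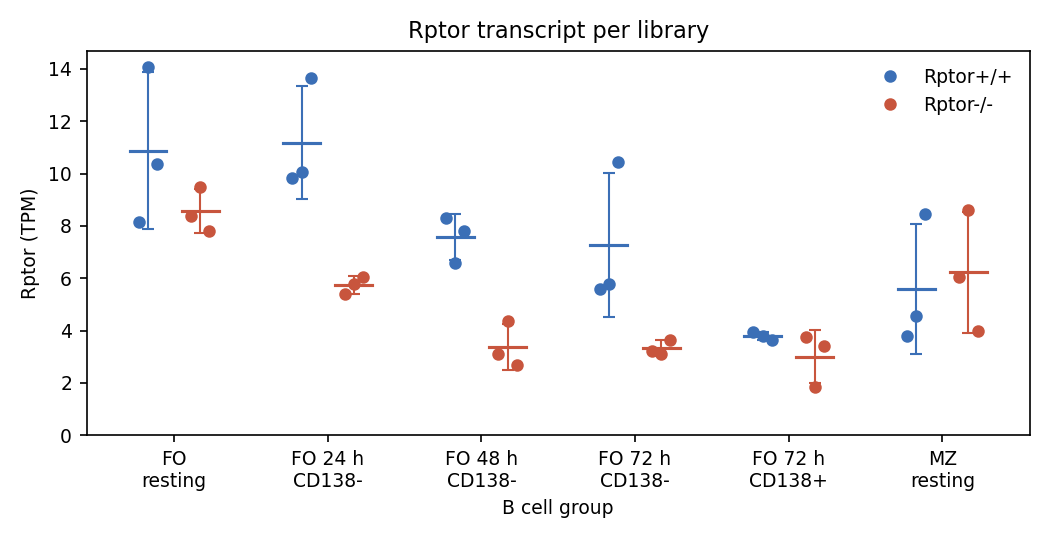
Rptor in TPM (y axis) for each library of the 12 groups (x axis), with the mean (line) and SD (bar) of 3 libraries per genotype; FO is follicular. In 24, 48 and 72 h CD138- cells each Rptor-/- library lies below each Rptor+/+ library, while the libraries overlap at rest.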

Notably, while we did not observe induction of CD138 by Raptor-deficient B cells, these cells did exhibit increased viability in vitro, indicating that loss of Raptor did not lead to increased cell death in vitro (Supplementary Fig. 6a–c).

Among CD138^−^ cells we observed a significant and progressive loss in UPR target gene expression across all three timepoints. These genes included transcripts defined above in either activating or plasma cell-inductive conditions, comprising a wide array of genes belonging to the UPR hallmark gene set (Fig. 7a, b). 

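Transcripts of both UPR gene sets were lower in Raptor-deficient CD138- cells at 48 and 72 h. Of 23 B cell-activating UPR genes tested, 8 were lower at 48 h and 10 at 72 h, and of 32 plasma cell-inductive UPR genes 11 and 15 were lower. These counts rest on an adjusted p under 0.05 alone. With the fold change over 2 that the paper also requires, 3 plasma cell-inductive genes were lower at 48 h and 3 at 72 h. The B cell-activating counts stayed within 1.5 times. None of either set was higher at these times, where all genes tested had median log2 fold changes of 0.00 and -0.01. Asns, which encodes asparagine synthetase, stood at 79.5 ± 32.4 TPM (SD, n = 3) in Rptor+/+ and 9.62 ± 2.86 TPM in Rptor-/- cells at 48 h (log2 fold change -2.87, standard error 0.38, adjusted p = 8.5e-05 from limma). At 72 h it stood at 115.9 ± 10.1 and 11.6 ± 2.9 TPM (log2 fold change -3.23, adjusted p = 4.1e-06 from limma). Among plasma cell-inductive genes, Herpud1, a component of ER-associated degradation, had log2 fold changes of -0.73 at 48 h and -0.79 at 72 h (adjusted p = 6.2e-04 and 5.5e-05 from limma). Xbp1, the transcription factor of the IRE1 arm, had log2 fold changes of 0.07 at 24 h (adjusted p = 0.933), -0.26 at 48 h (adjusted p = 0.194) and -0.76 at 72 h (adjusted p = 3.8e-05, all from limma).
At 24 h limma called 0 genes of either set, with 9 B cell-activating and 6 plasma cell-inductive genes lower and 0 higher at an unadjusted p under 0.05; voom on the TPM called 2 and 0. The median log2 fold changes at 24 h were -0.34 and -0.11. Adjusted over the list alone, 8, 11 and 10 B cell-activating genes were lower at 24, 48 and 72 h, and 5, 17 and 18 plasma cell-inductive genes. The genotype difference itself moved further down from 24 to 72 h for 3 plasma cell-inductive genes, over all genes and over the list alone. These were Xbp1 (by -0.83, adjusted p = 0.0030), Dnajc3 (adjusted p = 0.0166) and Kdelr3 (adjusted p = 0.0118 from limma). This change was called for 0 B cell-activating genes by limma or voom on the TPM, and for 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05. The calls of Kdelr3 and Dnajc3 are lost when only the groups compared are fitted (adjusted p = 0.122 and 0.0829 from limma). That of Kdelr3 is also lost with voom on the TPM (adjusted p = 0.0617), a pseudocount of 0.1 (adjusted p = 0.0672) or the deposited normalized values (adjusted p = 0.0737), and that of Dnajc3 without Rptor-/- 24 h library 1 (adjusted p = 0.0585).
By camera, the B cell-activating set was lower with adjusted p = 3.3e-07, 1.3e-10 and 7.7e-07 at 24, 48 and 72 h (adjusted p = 0.0730, 0.0108 and 0.0530 with an estimated correlation). The plasma cell-inductive set was lower with adjusted p = 7.2e-04, 1.1e-14 and 4.3e-09 (adjusted p = 0.153, 0.0019 and 0.0237 with an estimated correlation). The sets were defined by the study on libraries of another experiment (Fig. 3c). At 24 h 7 and 5 genes of the sets are lower without Rptor-/- library 3, and 1 and 2 without Rptor+/+ library 2. At 72 h 9 plasma cell-inductive genes are lower without Rptor-/- library 2.

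**Figure D2:**
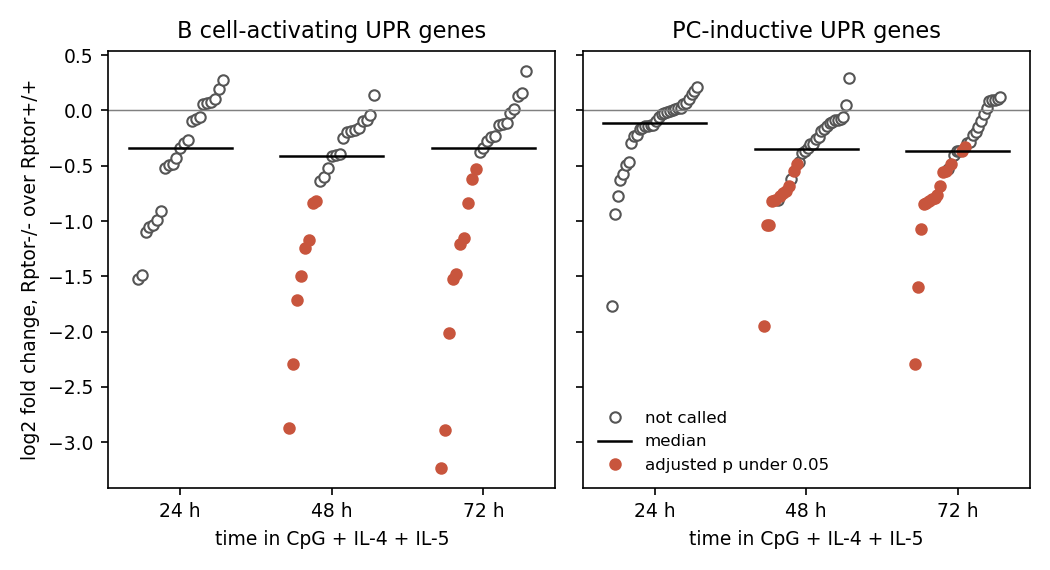
Log2 fold change of Rptor-/- over Rptor+/+ CD138- cells (y axis) for each gene of the B cell-activating (left, 23 genes) and plasma cell-inductive (PC-inductive, right, 32 genes) UPR sets at 24, 48 and 72 h (x axis). Filled points passed an adjusted p under 0.05 and the line is the median, -0.34, -0.41 and -0.34 on the left and -0.11, -0.35 and -0.37 on the right.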

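Outside both sets, part of the genes of protein folding in the ER, amino acid supply and the proteasome were called lower in Raptor-deficient CD138- cells at 72 h. Part of the genes of B cell identity and lysosomes were called higher. As lists, amino acid supply and the proteasome were not called at 72 h by camera with an estimated correlation (adjusted p = 0.1198 and 0.0736). Of 39 ER folding and ER-associated degradation genes, 17 were lower at 48 h and 17 at 72 h, and none was higher. Examples at 72 h are Ssr3 and Sec61a1 of the translocon (log2 fold changes -0.87 and -0.70), the disulfide isomerase P4hb (-0.63) and the chaperone Creld2 (-0.72). Of 18 genes of serine, one-carbon and amino acid metabolism, 3, 6 and 7 were lower at 24, 48 and 72 h (at 72 h Pycr1 -2.00, Gpt2 -2.12). Of 18 cytosolic aminoacyl-tRNA synthetases, 1, 11 and 8 were lower (at 72 h Cars -1.30). Of 12 PERK and ATF4 stress genes, 0, 4 and 5 were lower (at 72 h Cth -2.86, Sesn2 -1.75). Of 31 proteasome genes, 0, 20 and 17 were lower (at 72 h Psmd13 -0.62).
Adjusted over the list alone, these lists had 0, 27 and 19 (ER folding), 9, 9 and 8 (amino acid metabolism), 12, 14 and 9 (tRNA synthetases), 1, 5 and 5 (PERK and ATF4) and 0, 29 and 23 (proteasome) genes lower. With an estimated correlation the camera adjusted p at 24, 48 and 72 h were 0.290, 0.0032 and 0.0278 for ER folding, 0.0288, 0.0276 and 0.1198 for amino acid metabolism, and 0.0288, 0.0094 and 0.107 for tRNA synthetases. They were 0.290, 0.261 and 0.356 for PERK and ATF4 genes and 0.285, 0.0094 and 0.0736 for the proteasome. At 24 h voom on the TPM, like limma, called 0 ER folding, PERK and ATF4 or proteasome genes. At an unadjusted p under 0.05 limma had 3, 6 and 7 lower and 2, 0 and 0 higher. Voom on the TPM and the deposited normalized values call 2 and 3 tRNA synthetases lower at 24 h and 2 PERK and ATF4 genes each at 48 h.
At 72 h 8 of 24 glycolysis and HIF genes were lower (11 lower and 1 higher when adjusted over the list alone; Pgk1 -0.96, Tpi1 -1.21; adjusted p = 0.202 with an estimated correlation). So were 5 of 23 sterol genes (6 when adjusted over the list alone; Idi1 -1.31; adjusted p = 0.303 with an estimated correlation). Of 27 B cell identity genes, 16 were higher at 72 h (19 higher and 1 lower when adjusted over the list alone; Btg1 1.03, Cd72 1.31; adjusted p = 0.0278 with an estimated correlation). Of 34 lysosome and autophagy genes, 15 were higher (21 when adjusted over the list alone; adjusted p = 0.0497 with an estimated correlation), with the lysosomal enzymes Tpp1 at 1.12 and Hexa at 1.44. At 24 h limma and voom on the TPM called 0 of these 34, with 5 lower and 1 higher at an unadjusted p under 0.05 (median -0.14; camera adjusted p = 0.0263, adjusted p = 0.489 with an estimated correlation). Of 19 FoxO-associated genes, 7 were higher (Ccr7, a chemokine receptor, 1.92) and 1 lower, 8 and 1 when adjusted over the list alone (adjusted p = 0.0278 with an estimated correlation). Among 48 cytosolic ribosomal protein genes, 16 were higher (9 with the deposited normalized values, 11 without immunoglobulin genes; 24 when adjusted over the list alone; Rpl18a 0.97; adjusted p = 0.315 with an estimated correlation). Of 24 plasma cell genes outside the UPR sets, 11 were lower and 1 higher at 72 h (7 lower without immunoglobulin genes; 13 and 2 when adjusted over the list alone; Mzb1 -1.29, Slamf7 -1.26, against Tnfrsf13b, the receptor TACI, at 1.31; adjusted p = 0.0237 with an estimated correlation).

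**Figure D3:**
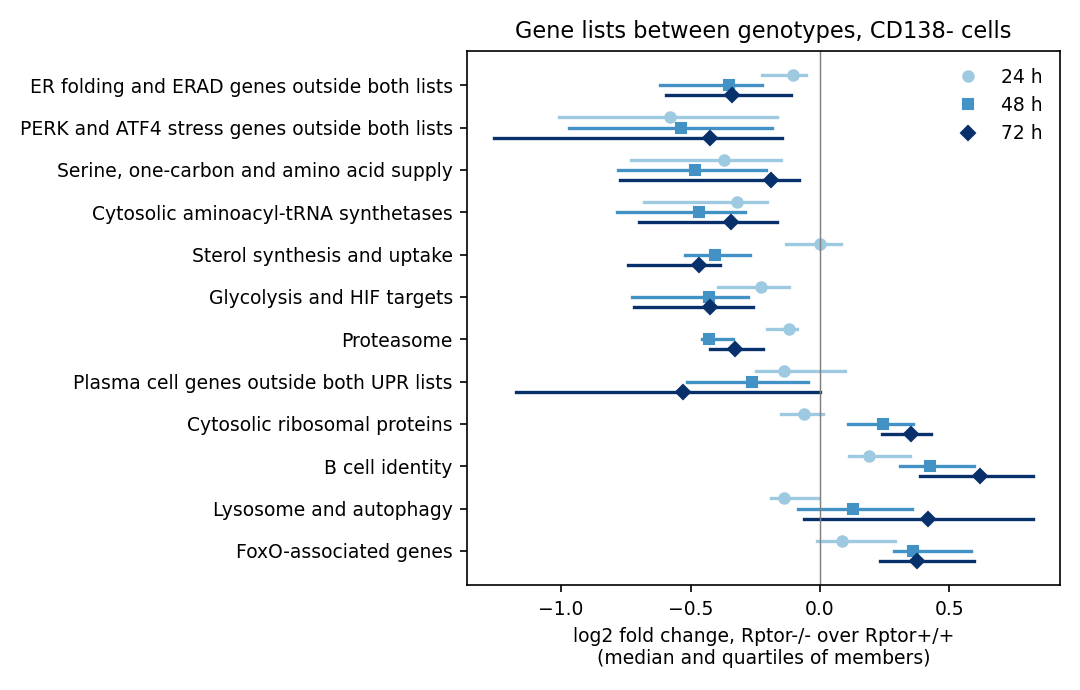
Log2 fold change of Rptor-/- over Rptor+/+ CD138- cells (x axis) for 12 of the 31 gene lists (y axis) at 24 h (circle), 48 h (square) and 72 h (diamond). Symbols are the median of the tested members and lines span the quartiles; at 72 h the median is -0.34 for ER folding genes and 0.62 for B cell identity genes.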

Interestingly, this kinetic analysis showed that the B cell-activating UPR genes were induced at highest levels in the first 24 h of stimulation, further indicating that these loci are part of an initial wave of UPR-affiliated genes that are up-regulated coincident with early B cell activation (Fig. 7b, c). 

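In Raptor-sufficient cells, 12 of the 23 B cell-activating UPR genes had their highest mean at 24 h, 5 at 48 h, 4 at 72 h and 2 at rest. From rest to 24 h, 14 of them rose and 1 fell, over all genes and when adjusted over the list alone. By 48 h 7 had fallen from their 24 h level and 3 had risen from it, and between 48 and 72 h limma and voom on the TPM called 0 changes, with 3 lower and 2 higher at an unadjusted p under 0.05. Asns had a log2 fold change from rest to 24 h of 6.22 relative to the median of all genes tested (standard error 0.38, adjusted p = 6.7e-12 from limma). Of the 32 plasma cell-inductive genes, 17 had their highest mean at 72 h, 11 at 24 h, 0 at 48 h and 4 at rest.
The median of all genes tested moved by -0.17 from rest to 24 h, by less than 0.01 under quantile normalization, and the median of the B cell-activating genes stood 1.02 above it (camera adjusted p = 3.3e-05, adjusted p = 0.0737 with an estimated correlation). With any 1 of the Rptor+/+ libraries left out, 11 or 12 B cell-activating genes have their highest mean at 24 h and 14 to 17 plasma cell-inductive genes at 72 h. In Rptor-/- cells 14 of the 23 B cell-activating genes rose and 5 fell from rest to 24 h, and 13 had their highest mean at 24 h.

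**Figure D4:**
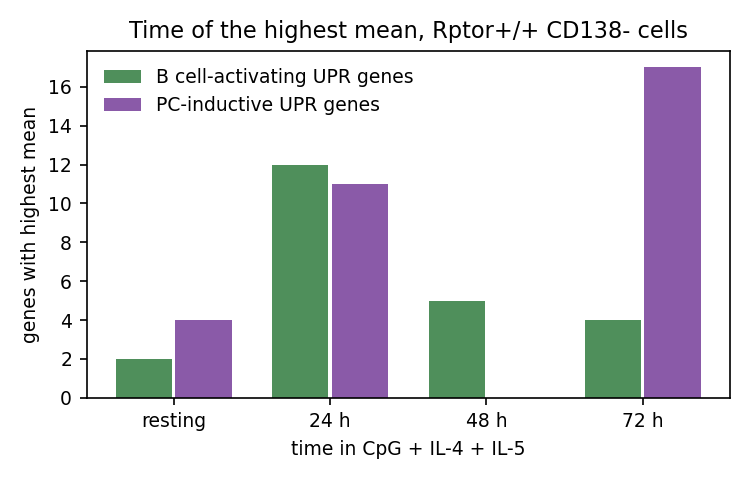
Number of genes (y axis) of the B cell-activating and plasma cell-inductive (PC-inductive) UPR sets whose highest mean log2(TPM + 1) in Rptor+/+ CD138- cells falls at rest, 24, 48 or 72 h (x axis). At 24 h the bars stand at 12 and 11 genes and at 72 h at 4 and 17.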

Many genes such as the amino acid transporters *Slc1a4* and *Slc7a5*, the tRNA synthase *Iars*, and the metabolic enzymes *Mthfd2*, *Chac1*, and *Psat1* all peaked in expression at 24 h and then came to be expressed intermediately at later time points in Raptor-sufficient cells. 

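The amino acid transporters, the tRNA synthetase and the 3 enzymes rose from rest to 24 h in Raptor-sufficient cells and were lower again at 48 h. Slc7a5, a subunit of the L-type amino acid transporter, went from 16.8 ± 1.85 TPM (SD, n = 3) at rest to 235.5 ± 63.9 at 24 h, 131.9 ± 22.7 at 48 h and 115.7 ± 5.66 TPM at 72 h. Mthfd2, an enzyme of mitochondrial folate metabolism, went from 9.70 ± 1.37 to 220.8 ± 54.0, 107.5 ± 19.4 and 100.6 ± 7.5 TPM, and Psat1, of serine synthesis, from 8.86 ± 1.75 to 239.4 ± 45.6, 140.3 ± 22.3 and 119.7 ± 13.0 TPM. Chac1, a glutathione-degrading enzyme, went from 0.183 ± 0.167 to 48.96 ± 28.9, 11.9 ± 4.45 and 11.03 ± 2.84 TPM. Slc1a4 stood at 15.4 ± 6.49 and Iars at 179.7 ± 21.7 TPM at 24 h.
From 24 to 48 h the log2 fold changes were -1.44 for Slc1a4 (adjusted p = 0.0020), -0.81 for Slc7a5 (adjusted p = 0.0070) and -0.90 for Iars (adjusted p = 1.4e-04, from limma). They were -1.02 for Mthfd2 (adjusted p = 0.0017), -1.85 for Chac1 (adjusted p = 0.0058) and -0.76 for Psat1 (adjusted p = 0.0188, all from limma). The rises to 24 h had adjusted p from 2.5e-13 to 4.6e-09. The change from 48 to 72 h was called for none of the 6 genes by limma or voom on the TPM, and for none at an unadjusted p under 0.05, the largest being -0.22 for Psat1 (adjusted p = 0.714). Without Rptor+/+ 24 h library 3 the fall to 48 h has an adjusted p of 0.0605 for Slc7a5, 0.0514 for Chac1 and 0.0753 for Psat1. The fall of Psat1 is also not called without 24 h library 1 (adjusted p = 0.0771) or 48 h library 1 or 2 (adjusted p = 0.0509 and 0.0940), and that of Chac1 not with a pseudocount of 0.1 (adjusted p = 0.0640) or the deposited normalized values (adjusted p = 0.105).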

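Between the genotypes, Slc1a4, Slc7a5, Iars, Mthfd2, Chac1 and Psat1 had lower means in Rptor-/- than in Rptor+/+ CD138- cells at 24, 48 and 72 h. At 72 h the log2 fold change was -2.01 for Slc1a4 (adjusted p = 1.7e-04), -1.48 for Slc7a5 (adjusted p = 5.0e-05), and -0.83 for Iars (adjusted p = 7.2e-04). It was -1.53 for Mthfd2 (adjusted p = 6.0e-05), -2.89 for Chac1 (adjusted p = 2.0e-04) and -1.21 for Psat1 (adjusted p = 0.0010, all from limma). At 48 h the log2 fold changes were -1.72, -1.50, -0.84, -1.25, -2.29 and -1.17 in the same order of genes (adjusted p = 0.0032, 1.8e-04, 0.0026, 0.0020, 0.0064 and 0.0048 from limma). In Rptor-/- cells at 24 h, Slc7a5 stood at 128.5 ± 52.9 TPM (SD, n = 3), Mthfd2 at 112.9 ± 53.8, Psat1 at 125.3 ± 52.8, Iars at 125.8 ± 23.3, Chac1 at 19.1 ± 17.8 and Slc1a4 at 7.195 ± 4.31 TPM.
At 24 h the log2 fold changes were -1.05 for Slc1a4 (standard error 0.33, adjusted p = 0.249), -0.91 for Slc7a5 (0.21, adjusted p = 0.0838), and -0.52 for Iars (0.15, adjusted p = 0.220). They were -1.04 for Mthfd2 (0.22, adjusted p = 0.0517), -1.52 for Chac1 (0.47, adjusted p = 0.252) and -0.99 for Psat1 (0.23, adjusted p = 0.0838, all from limma), so that limma called none over all genes. Voom on the TPM calls Mthfd2 and Psat1 (adjusted p = 0.0435 each), and a TPM of at least 5 or a fit to all 36 libraries calls Mthfd2 (adjusted p = 0.0439 and 0.0477). A replicate block in limma calls Mthfd2, Psat1 and Slc7a5 (adjusted p = 0.0189, 0.0189 and 0.0495), and as a random effect Mthfd2 (adjusted p = 0.0471). The block joins libraries of both genotypes, which share only a number, and neither the paper nor the labels say that a number marks a mouse. Between genotypes 1 of 18 same-numbered correlations is over 0.1 (median -0.007), so the calls under the block are not counted as support. Without Rptor-/- 24 h library 3, 5 of the 6 are called, Mthfd2 with an adjusted p of 9.3e-04, and without Rptor+/+ library 2 Mthfd2 alone (adjusted p = 0.0435). The 48 h difference in Chac1 is not called with the deposited normalized values (adjusted p = 0.0581).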

Importantly however, in Raptor-deficient cells each of these genes exhibited reduced transcript abundance at every time point. Moreover, transcripts shown above to be unique to the plasma cell-inductive program were generally seen to increase in abundance throughout the time course and were TORC1-dependent at each timepoint (Fig. 7c), further indicating that initiation of a full UPR is highly dependent on mTORC1. 

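Among plasma cell-inductive UPR genes in Raptor-sufficient CD138- cells, 9 of 32 rose in their mean at each step from rest to 72 h. Xbp1 did, from 128.9 ± 19.1 TPM (SD, n = 3) at rest to 504.5 ± 32.9, 886.4 ± 81.1 and 1239 ± 95.8 TPM at 24, 48 and 72 h, while in Rptor-/- cells it stood at 529.3 ± 43.9, 737.1 ± 12.7 and 732.4 ± 78.4 TPM. From rest to 24 h 19 genes of the set rose and 1 fell, over all genes and when adjusted over the list alone (camera adjusted p = 2.5e-06, adjusted p = 0.0416 with an estimated correlation). From 24 to 72 h 9 rose and 6 fell (11 and 8 when adjusted over the list alone; camera adjusted p = 0.815). Those that fell include Aldh18a1, of proline synthesis, and Eif4ebp1, an inhibitor of translation initiation that mTORC1 phosphorylates, both highest at 24 h. In Rptor-/- cells 3 rose and 10 fell over the same interval, and 3 rose at each step. From rest to 24 h 17 of the set rose and 3 fell in Rptor-/- cells.
Between the genotypes, Vegfa had log2 fold changes of -1.77 at 24 h (adjusted p = 0.142), -1.95 at 48 h (adjusted p = 0.0171) and -2.30 at 72 h (adjusted p = 0.0017). Aldh18a1 had -0.77 (adjusted p = 0.178), -1.04 (adjusted p = 0.0067) and -1.07 (adjusted p = 0.0017, from limma). Eif4ebp1 was called at 72 h alone (-0.84, adjusted p = 0.0275), and this call is lost without any 1 of the 6 libraries (adjusted p from 0.0502 to 0.0949). Tars, a threonyl-tRNA synthetase, had -0.62 at 24 h (adjusted p = 0.0873), -1.03 at 48 h (adjusted p = 1.9e-04) and -0.82 at 72 h (adjusted p = 5.7e-04). The 48 h call of Vegfa is lost without Rptor-/- library 1 or 2 (adjusted p = 0.0769 and 0.0617) and without Rptor+/+ library 1 or 3 (adjusted p = 0.101 and 0.0584). From the abundance of these transcripts over the time course and in cells without Raptor (Fig. 7c), the paper takes a further sign that initiation of a full UPR is highly dependent on mTORC1.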

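The following 5 plasma cell-inductive genes were followed over time. Hspa5, the chaperone BiP, lies on chromosome 2 of GRCm38 from 34772090 to 34776529. It stood at 1272 ± 62.2 TPM (SD, n = 3) in Rptor+/+ and 724.0 ± 39.4 TPM in Rptor-/- CD138- cells at 48 h (log2 fold change -0.81, standard error 0.10, adjusted p = 4.0e-05 from limma). At 72 h it stood at 1310 ± 107 and 1016 ± 44.0 TPM (-0.36, adjusted p = 0.0183 from limma). Dnajc3, a co-chaperone of BiP (chromosome 14, 118937932 to 118981702), had log2 fold changes of -0.68 at 48 h and -0.80 at 72 h (adjusted p = 0.0016 and 6.8e-05 from limma). Ero1l, an oxidase of disulfide bond formation (chromosome 14, 45283087 to 45318572), had -0.75 and -0.68 (adjusted p = 5.6e-04 and 3.5e-04 from limma). Pdia6, a disulfide isomerase (chromosome 12, 17266589 to 17284785), had -0.78 and -0.33 (adjusted p = 1.4e-04 and 0.0451 from limma). Kdelr3, a receptor for ER retention signals (chromosome 15, 79516408 to 79527739), stood at 3.09 ± 1.66 and 0.272 ± 0.143 TPM at 72 h (log2 fold change -1.59, adjusted p = 9.5e-05 from limma). At 48 h it stood at 0.581 ± 0.321 and 0.217 ± 0.306 TPM (-0.39, adjusted p = 0.461).
At 24 h the log2 fold changes were -0.09 for Hspa5 (adjusted p = 0.888), -0.05 for Dnajc3 (adjusted p = 0.962), -0.22 for Ero1l (adjusted p = 0.669) and -0.14 for Pdia6 (adjusted p = 0.805 from limma). Kdelr3 was listed at 0 in all 24 h libraries of both genotypes. In Rptor+/+ cells Hspa5 was highest at 24 h, with a log2 fold change of -0.18 from 24 to 48 h (adjusted p = 0.216), while Dnajc3 rose by 0.45 over that interval (adjusted p = 0.0066 from limma). The 72 h calls of Hspa5 and Pdia6 are lost without Rptor-/- library 2 (adjusted p = 0.0750 and 0.212) or 3 (adjusted p = 0.0553 and 0.0799) or Rptor+/+ library 3 (adjusted p = 0.0690 and 0.0817). That of Pdia6 is also lost without Rptor+/+ library 1 or 2 (adjusted p = 0.0836 and 0.0877), and those of Hspa5, Pdia6 and Kdelr3 when only the groups compared are fitted (adjusted p = 0.110, 0.1204 and 0.0535).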

Theses included all the functional categories described above including chaperones (*Hspa5, Dnajc3*), disulfide bond formation (*Ero1l, Pdia6*), and protein localization and trafficking (*Kdelr3*). This kinetic analysis elucidated two distinct networks of UPR-affiliated gene expression programs that are deployed before full plasma cell differentiation. 

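In Raptor-sufficient cells at 72 h, plasma cell-inductive UPR genes were higher in CD138+ than in CD138- cells. Of 32, 20 were higher and 0 lower (24 higher when adjusted over the list alone), and their median stood 1.14 above that of all genes tested (camera adjusted p = 1.9e-05 with an estimated correlation). Of 23 B cell-activating genes, 2 were higher and 5 lower, and their median log2 fold change was -0.24, which is 0.23 above the median of all genes. It turns to 0.27 under quantile normalization, 0.26 without immunoglobulin genes and 0.12 with the deposited normalized values, where limma called 5, 6 and 3 of them higher and 0, 0 and 1 lower (0, 0 and 1 also at an unadjusted p under 0.05). Relative to the median of all genes, Sdc1, which encodes CD138, was higher by 4.81 on the log2 scale (standard error 0.29), Prdm1, which encodes Blimp1, by 2.65, Irf4 by 1.73 and Xbp1 by 1.64. The B cell transcription factors Pax5, Bach2 and Bcl6 were at -1.69, -2.05 and -1.75 (all called by limma). Of 24 plasma cell genes outside the UPR sets, 19 were higher and 2 lower, also when adjusted over the list alone (1 lower with voom on the TPM; adjusted p = 2.3e-06 with an estimated correlation), and of 27 B cell identity genes 26 were lower (adjusted p = 0.0024 with an estimated correlation).
The median log2 fold change of all genes tested was -0.47 and immunoglobulin transcripts took 27.5 to 34.0% of the TPM in Rptor+/+ CD138+ against 4.90 to 6.52% in CD138- libraries. With immunoglobulin genes left out that median was -0.10 and under quantile normalization -0.02; plasma cell-inductive genes were then 30 and 29 higher and 0 lower. Over all genes, 5982 lower calls then became 2161 and 2017.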

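Genes of amino acid metabolism and of the loading of amino acids on tRNA rose in Raptor-sufficient cells within 24 h of stimulation. Of 18 genes of serine, one-carbon and amino acid metabolism 14 rose and none fell, and of 18 cytosolic aminoacyl-tRNA synthetases 16 rose and none fell, over all genes and when adjusted over the list alone. Their medians stood 1.96 and 2.00 above that of all genes tested (adjusted p = 0.0416 for each list with an estimated correlation). Of 31 proteasome genes 31 rose (adjusted p = 0.0318 with an estimated correlation) and of 30 ribosome biogenesis genes 29 (adjusted p = 0.0416 with an estimated correlation). Of 19 FoxO-associated genes 18 fell, and their median stood 2.42 below that of all genes on the log2 scale (adjusted p = 0.0048 with an estimated correlation). In Rptor-/- cells 13 amino acid genes and 16 tRNA synthetases also rose over this interval, and 1 of each fell. Their median log2 fold changes were 1.201 and 1.385, against 1.793 and 1.832 in Rptor+/+ cells. Without Raptor 31 proteasome and 29 ribosome biogenesis genes rose, 1 of ribosome biogenesis fell, and 18 FoxO-associated genes fell.
Within these lists, genes already lower in Raptor-deficient cells at 24 h were Mthfd1l (log2 fold change -0.70, adjusted p = 0.0147), Phgdh (-0.89, adjusted p = 0.0237) and Psph (-1.11, adjusted p = 0.0278) of folate metabolism and serine synthesis, and the tyrosyl-tRNA synthetase Yars (-0.79, adjusted p = 0.0289, all from limma). All 4 calls are lost without Rptor-/- library 1 (adjusted p = 0.0960, 0.164, 0.164 and 0.198), Rptor-/- library 2 (adjusted p = 0.0669, 0.103, 0.103 and 0.126) or Rptor+/+ library 1 (adjusted p = 0.118, 0.143, 0.166 and 0.143). That of Yars is also lost without Rptor+/+ library 3 (adjusted p = 0.0547), and all 4 when only the groups compared are fitted (adjusted p from 0.232 to 0.396).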

The first, in common with B cell activation, initiates a rapid homeostatic burst of enzymes needed to bring in nucleotides and amino acids and to regulate cellular processes to maintain cellular integrity. The second, unique to plasma cell inductive stimuli, results in increased mRNA abundance for loci coding for chaperones, protein localization modulators, secretion machinery, and organelle genesis. 

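Within the plasma cell-inductive set, chaperone and isomerase genes were lower in Raptor-deficient CD138- cells and higher in Raptor-sufficient CD138+ cells. Of 5 chaperones tested, 4 were lower in Rptor-/- cells at 48 h and 4 at 72 h, and 4 were higher in CD138+ than in CD138- Rptor+/+ cells. Of 3 isomerases 2 were lower at both times, and 2 were higher in CD138+ cells. Of 5 genes of protein trafficking to the ER, 5 rose from rest to 24 h and 5 were higher in CD138+ cells, while 1 was lower in Rptor-/- cells at 72 h. Of 4 genes of ER-Golgi localization 0 were lower at 48 h and 1 at 72 h, Kdelr3, which reached 21.4 ± 0.968 TPM (SD, n = 3) in Rptor+/+ CD138+ cells.
Dnajc3 stood at 55.8 ± 8.67 TPM in CD138- and 113.6 ± 5.04 TPM in CD138+ cells, and Pdia6 at 728.2 ± 8.35 and 1612 ± 58.7 TPM (log2 fold changes 1.49 and 1.61 relative to the median of all genes, adjusted p = 2.8e-07 and 1.2e-08 from limma). These categories hold 1 to 6 genes each and were not tested as groups.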

Importantly, induction of both networks was perturbed by Raptor mutation but not by Xbp1 mutation.

**Fig. 7:**
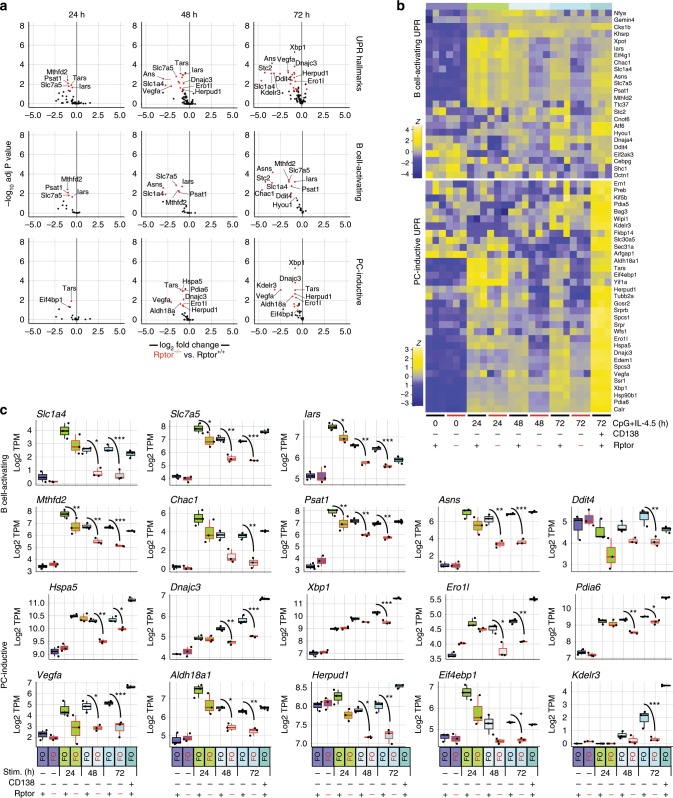
mTORC1-driven UPR gene expression in activation and differentiation. CTV-labeled follicular B cells were prepared from either CD20-TAM-Cre (Rptor^+/+^) (*n* = 3) or Rptor1^fl/fl^;CD20-TAM-Cre (Rptor^−/−^) (*n* = 3) animals after 10 days of tamoxifen diet. Sorting was performed as in Supplementary Fig. 1e. These cells were stimulated in vitro with CpG + IL-4,5 for 24, 48, or 72 h and live cells were sorted by CD138 staining. RNA-seq libraries were prepared from cDNA extracted from the resulting populations. **a** Volcano plots display differential expression of UPR hallmark genes and the gene sets defined in Fig. 3c for indicated treatment time points comparing Rptor^−/−^ populations to Rptor^+/+^ controls (group *n* = 3 animals). Genes are color coded by the differential expression statistic *p* < 0.05, log_2_ fold change > 1 (BH-adjusted *p*-value—eBayes method—Limma). **b** Expression of B-cell activating and plasma cell-inductive UPR genes as defined in Fig. 3c are shown for each animal and in vitro-treatment time point as the *z* score across each row. **c**, Log_2_ TPM magnitude of expression of selected genes in each gene set is shown as mean (line), 75%CI (box) and 95%CI (whisker), as well as individual data points (jitter) (*p < .05, **p < .01, ***p < .001; differential expression statistic: BH-adjusted *p*-value—eBayes method—Limma). Source data are provided as a Source Data file.

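Between genotypes, 1694 genes were called in CD138- cells at 72 h, 760 lower and 934 higher in Rptor-/-, after 337 lower and 237 higher at 48 h and 15 lower and 16 higher at 24 h. The 24 h counts do not stand out from a split that mixes the genotypes. With Rptor-/- libraries 1 and 3 and Rptor+/+ library 3 on one side, it called 33 genes lower and 33 higher. With the fold change over 2 that the paper also requires, 242 genes were lower and 218 higher at 72 h, 60 and 58 at 48 h, and 7 and 5 at 24 h. The plasma cell factor Prdm1 was lower at 72 h (log2 fold change -1.15, adjusted p = 0.0332), as was Irf4 (-0.69, adjusted p = 0.0351), and the germinal center factor Bcl6 was higher (0.85, adjusted p = 0.0056 from limma). Pax5, Bach2 and Sdc1 had log2 fold changes of 0.43 (adjusted p = 0.177), -0.09 (adjusted p = 0.752) and -0.59 (adjusted p = 0.206, all from limma). Aicda, the deaminase of class switching, had the lowest log2 fold change at 72 h of the 18 IL-4 and class switch genes tested (-3.50). Of these 4 were lower and 5 higher (6 and 5 when adjusted over the list alone; adjusted p = 0.756 with an estimated correlation).
Of markers of other cell types at 72 h, limma called 0 of 12 for T cells, where voom on the TPM called 1 higher and 1 was higher at an unadjusted p under 0.05. Of 6 erythroid markers limma and voom on the TPM called 0, also at an unadjusted p under 0.05. Among macrophage, neutrophil and NK and dendritic cell markers 1 each was lower (Hmox1 -2.04 of 11, Mmp8 -0.84 of 7, Batf3 -1.43 of 8). The calls of Prdm1 and Irf4 are lost without Rptor+/+ 72 h library 3 (adjusted p = 0.129 and 0.178), which lists 19102 genes above 0 against 15447 and 15726 in its replicates. That of Prdm1 is also lost without Rptor-/- library 2 or 3 (adjusted p = 0.0650 and 0.150) and that of Irf4 without Rptor-/- library 1 or 2 (adjusted p = 0.157 and 0.0879) or Rptor+/+ library 1 (adjusted p = 0.0711), and both when only the groups compared are fitted (adjusted p = 0.0716 and 0.163). At 24 h the total is 142 without Rptor+/+ library 3, 54 without Rptor-/- library 3, 7 and 3 without Rptor-/- library 1 or 2, and 5 without Rptor+/+ library 1; at 48 h 165 to 211 genes are lower and 106 to 175 higher without any 1 of the 6 libraries.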

## Discussion

We used global mRNA expression analyses to gain an understanding of the molecular events underlying early plasma cell genesis, before up-regulation of the Blimp1 and Xbp1s transcription factors. This work was inspired in part by past work illustrating that Blimp1-null B cells generate very small numbers of plasma cells^20^, together with our observation that BiP is induced well before Blimp1 expression^27^. By comparing mRNA signatures for in vitro-activated follicular B cells with freshly isolated MZ B cells, we learned that B cells up-regulate the transcription of multiple components of the UPR before the onset of robust antibody synthesis. Furthermore, our data support the notion that activated B cells employ mTORC1 signaling in this process, before full induction of the Blimp1/Xbp1s axis and independently of Xbp1. Thus, we propose that, while Xbp1-driven aspects of the UPR can be viewed as a reaction to increased Ig synthesis, activated B cells also anticipate increased protein synthesis by initiating the expression of many components of the UPR. We further suggest that early up-regulation of UPR components allows newborn plasma cells to maximize adaptive effects of the UPR while also minimizing pathways that lead to stress-induced attenuation of protein translation and cell death (Fig. 8). For instance, the transcription of large amounts of Dnajc3 preceding Blimp1 induction serves to attenuate the PERK-signaling axis once UPR is initiated. Additionally, priming for increased ER function through early expression of key chaperones, such as BiP (Hspa5) and GRP94 (Hsp90b1) would likely reduce ER-stress due amplification of Ig synthesis in early plasma cells.

**Fig. 8:**
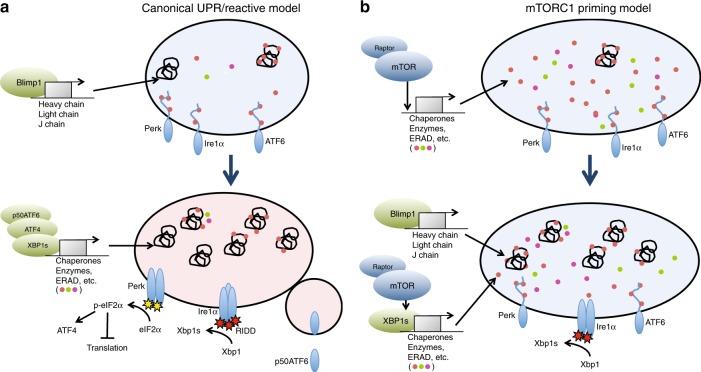
Model for mTORC1 priming of the ER preceding plasma cell differentiation. **a** The conventional model for ER remodeling during plasma cell differentiation holds that Blimp1-mediated increases in immunoglobulin expression causes the chaperone BiP to release from the luminal tails of IRE1α, allowing it to dimerize and mediate Xbp1 mRNA splicing. In this model Xbp1s is the main effector of ER remodeling. Paradoxically, with this scenario activation of PERK and ATF6 would occur by the same mechanism, causing translation inhibition and increased chance of apoptosis downstream of PERK activation. **b** Revised model wherein, preceding Blimp1 induction, mTORC1 signaling facilitates the upregulation of plasma cell-affiliated UPR genes, including chaperones, ERAD machinery, and enzymes necessary for enhancing protein secretion. The resulting “primed” ER is then better equipped to handle increased protein load following Blimp1 induction. At this point the UPR is tuned so that we see activation of the Xbp1-splicing activity of IRE1α without RIDD activity and activation of PERK.

Our results further suggest that the UPR is established in functionally disparate waves. Because activated B cells undergoing early plasma cell differentiation remain poorly defined^19,43^, and because past work on UPR regulation in plasma cells have focused mainly on Xbp1^13,15^, it has been difficult to understand how the UPR is deployed in newborn plasma cells. Our data suggest a model where activated B cells express an array of UPR-affiliated genes associated with amplification of transcription or translation including asparagine synthetase and the amino acid transporters Slc1a4 and Slc7a5; hence these gene products likely set the stage for early activation of the UPR. By contrast pre-plasma cells increase expression of a variety of transcripts encoding proteins that optimize ER function and homeostasis, such as protein chaperones and the ERAD regulators Derl3 and Edem1, all before implementation of Blimp1 and Xbp1 activity.

This model is also consistent with the dynamics of BiP up-regulation. All three ER stress sensors are activated by dissociation of BiP due to increased abundance of misfolded proteins. In this regard BiP plays dual and somewhat opposing roles in the UPR; negative regulation of ER sensors, such as IRE1α during phases of relatively low protein load in the ER, then promotion of high throughput protein synthesis by acting as a chaperone for Ig and other proteins. Transcriptional activation of many UPR targets including BiP through an alternate, mTORC1-dependent pathway, allows for priming of the system to begin to expand the ER before the onset of massive Ig synthesis.

It is becoming clear that certain B cells produce plasma cells faster and with fewer input signals than others. Such cells likely include MZ B cells together with B1 B cells and discreet subpopulations of memory B cells in the mouse^29,44,45^, and memory B cells in people^46^. Such cells likely play key and non-redundant roles in host defense, especially in scenarios, such as in sepsis where rapid and robust antibody synthesis should be highly advantageous. How these cells become primed or poised to generate plasma cells remains quite mysterious. Our results also suggest that proactive activation of the UPR underlies the rapid nature of plasma cell differentiation by MZ B cells, an idea consistent with data showing modest expansion of the ER in resting MZ B cells^47^. Of note, we have tested the idea that microbe-derived macromolecules, such as LPS drive plasma cell priming by continuously stimulating MZ B cells in situ. However, MZ B cells from germ-free mice did not differ in any of the functional assays described here (unpublished results). An alternative possibility may relate to the Notch pathway. Both the development and the maintenance of the MZ B cell pool relies heavily on Notch2 signaling^48,49^, and past work suggests that exposure of B cells to Notch2 ligands lowers activation thresholds^50^. Therefore, it is tempting to speculate that ongoing Notch2 signaling establishes unique mTOR-regulated genetic networks in MZ B cells that drive plasma cell priming. However, distinct B-cell subpopulations may also become primed for differentiation via different mechanisms. In the latter regard, B1 B cells do not require Notch signaling^48,51^, and we are unaware of data connecting the Notch pathway to memory B cell development.

mTORC1 plays diverse roles in regulating cell growth and metabolic pathways in eukaryotic cells. Additionally, evidence is mounting that mTORC1 also regulates cell type specific processes needed for unique cellular functions. Within the immune system mTORC1 coordinates signals via the T cell receptor and the IL-2 receptor to solidify regulatory T cell function through the eventual upregulation of T cell-affiliated surface receptors that confer immune suppression^52^. Within the B cell lineage recent work suggests that mTORC1 facilitates metabolic reprograming needed for B cell progenitors to proliferate in response to IL-7^53^, while also optimizing several important aspects of germinal center B cell differentiation including Bcl6 expression^54,55^. Our studies reveal additional insights into cell-type and context-specific mTORC1 functions. In this regard, past work has suggested a relationship between mTORC1 and the UPR. For instance, mutation of Tsc1, a negative regulator of mTOR activity^56^, enhances antibody secretion and improves ER biogenesis in Xbp1-deficient plasma cells^28^. Our data extend these past results by providing insights into the timing with which mTORC1 promotes UPR activation in the normal physiologic generation of antibody-secreting cells.

The connection made here between mTORC1 and transcript abundance is consistent with past work showing that mTORC1 may regulate transcription^25^. For instance, adding rapamycin to fibroblasts reduces transcript abundance for several genes linked to metabolism^57^, and mTORC1 has been proposed to promote the transcription of genetic targets of the transcription factor HIF1α, a key regulator of the cellular response to hypoxia^58^. For many such genes the mechanisms whereby mTORC1 influences mRNA abundance are likely to be indirect. In this regard, HIF1α-binding motifs are present in the promoters of numerous rapamycin-sensitive genes in fibroblasts^57^, and in yeast rapamycin affects the nuclear localization of several transcription factors (reviewed by Crespo et al.^59^). Therefore, motif analyses of the promoters of UPR-related genes in activated B cells might yield insights into the mechanisms underlying mTORC1 regulation of gene expression in early plasma cell differentiation.

In sum, our results illustrate a complex and dynamic pattern of gene and protein expression for activated B cells in the throes of early plasma cell genesis. Whereas the vast majority of past studies on early plasma cell differentiation has focused on activation of the Blimp1/IRF4/Xbp1-centric GRN, our work focuses on an earlier and largely overlooked aspect of plasma cell genesis, providing insights into a novel regulatory pathway for UPR activation and a novel function for the mTORC1 kinase. These results and the supporting data provide a resource for future identification of molecular circuits important for early and mature plasma cell function and survival that could become targets for manipulating antibody synthesis in a variety of settings.

## Methods

### Mice

C57BL/6 (C57BL/6J) were procured from Jackson Laboratories and housed in our colony at U. Penn. B6.Blimp1^+/GFP^ (Prdm1^+/GFP^)^60^ and hCD20.Tam-Cre mice^61^ were bred and housed in our animal colony. hCD20.Tam-Cre mice were generously provided by Dr. Mark Shlomchik and Xbp1^f/f^ mice were generously provided by Dr. Laurie Glimcher and were bred and housed in our animal colony^62^. All animal procedures were approved by the University of Pennsylvania Office of Regulatory Affairs.

### Cell preparation

Spleen cells were obtained by mechanical disruption of the spleen between two frosted glass slides in FACS buffer (PBS, 0.1% BSA, 1 mM EDTA) followed by filtration through 0.66 μm nitex mesh and red blood cell lysis with ACK lysis buffer. BM cells were obtained by flushing marrow from the femur and tibia of each hind leg using a syringe with 23-gauge needle and FACS buffer followed by filtration through 0.66 μm nitex mesh and red blood cell lysis with ACK lysis buffer.

### Cell culture and stimulation

Splenocytes from 10-week-old mice were sorted into complete growth media (RPMI, 10% FBS, HEPES, Penn/Strep, NEAA, Na-Pyruvate, 2-ME). Cells were plated at 1 × 10^6^ cells/ml in 96-well culture plates at 200 μl/well. Cultures were supplemented as indicated with CpG DNA (0.1 μM), IL-4 (100 ng/ml), IL-5 (100 ng/ml), and rapamycin (2 nM). Cultures were incubated at 37 °C, 5% CO_2_ for the indicated times.

### Flow cytometry and sorting

Following RBC lysis, cells were stained with Zombie-Aqua Fixable Viability kit (BioLegend) according to the manufacturer’s protocol and then stained with a cocktail of appropriate antibodies at optimized concentrations for 30 min on ice. Flow cytometry was performed using BD LSRII and LSR Fortessa analyzers and cell sorting with BD FACS Aria cell sorters. Data analysis was performed using Flowjo 8.8.7 software. Steady-state cell populations were twice-sorted by the following gating strategies as described^63,64^: Follicular B: size, singlet, live, CD19^+^, AA4.1^−^, CD23^+^/CD21/35^mid^; MZ B: size, singlet, live, CD19^+^ AA4.1^−^, CD23^−^, CD21/35^high^; Immature BM plasma cells: size, singlet, live, IgD^−^, Dump^−^, Blimp1/GFP^+^, CD138^high^, B220^+^; Long-lived BM plasma cell: size, singlet, live, IgD^−^, Dump^−^, Blimp1/GFP^+^, CD138^high^, B220^−^; LPS-induced splenic plasma cells: size, singlet, live, IgD^−^, Dump^−^, Sca1^+^, CD138^high^. Cells from in vitro stimulation cultures were sorted as shown in Supplementary Fig. 2.

### Intracellular staining

Intracellular pS6 and pAKT staining were performed using BD Cytofix and BD Phosphlow Perm Buffer III two-step protocol. Intracellular Xbp1s and BiP analyses were performed using the ThermoFisher Foxp3 Transcription Factor Staining Buffer Kit using the manufacturer’s one step intranuclear, 96-well plate protocol.

### Western blotting

Sorted viable cells were lysed in RIPA lysis buffer and protein was quantified by BCA assay. 20 μg protein was loaded and run on SDS–PAGE 4–20% gradient gel. Proteins were transferred to nitrocellulose at 200 mA for 3 h. Primary antibodies were incubated at 4 °C overnight 1:1000 in 5% BSA in Tris-buffered saline + 1% Tween 20 (TBST). Secondary antibodies were incubated 1 h at room temperature 1:3000 in 5% milk TBST.

### Antibodies

CD23 (B3B4)-PE and -BV421[1:200], TCRβ (H57-597)-PE[1:400], Ter-119-PE[1:400], CD138 (281-2)-PE[1:400] and XBP1s (Q3-695)-PE-CF594[1:200] were purchased from BD Biosciences. IgD (11-26.2a)-APC-Cy7[1:200], CD4 (GK1.5)-PE-Cy7[1:400], Ter-119-PE-Cy7[1:400], F4-80 (BM8)-PE-Cy7[1:400], Sca-1 (D7)-BV605[1:200], B220 (RA3-6B2)-BV421[1:200], and CD138 (281-2)-BV605[1:400] were purchased from BioLegend. ATF-4 (D4B8)[1:1000], XBP1s (E8Y5F) [1:1000], p58IPK (C56E7)[1:1000], ATF-6 (D4Z8V) [1:1000], BiP (C50B12)-PE[1:200], pAKT (S473) (D9E)-PE[1:100] and pS6(S235/236) (D57.2.2E)-PE-Cy7[1:200] were purchased from Cell Signaling Technology. AA4.1-APC[1:100], CD21/35 (8D9)-PE-Cy7[1:200], IgM (11/41)-PerCP-ef710[1:200], and CD8α (53-6.7)-PE and -PE-Cy7[1:400] were purchased from eBioscience (ThermoFisher). CD19 (6D5)-APC-Cy5.5[1:150] and F4-80 (BM8)-PE[1:400] were purchased from Invitrogen. B220 (RA3-6B2)-APC[1:200] was purchased from Tonbo biosciences.

### RNA-sequencing

Cell populations were sorted directly into Trizol with 0.5% 2-ME and held at −80 °C until RNA preparation. RNA was prepared by published Trizol RNA-extraction protocol (Thermo-Fisher Scientific). RNA was co-precipitated using glycogen as a carrier. RNA was quantified using Qubit RNA high sensitivity fluorometric assay. cDNA was prepared using Takara Clonetech SMART-Seq® v4 Ultra® Low Input RNA Kit according to protocol using 500–1000 ng RNA as input. cDNA was quantified and qualified using HSDNA assay on an Agilent 2200 bioanalyzer. RNA-seq libraries were constructed using the Illumina Nextera XT kit with 150 ng cDNA input. Libraries were quality controlled and quantified by bioanalyzer and pooled at equal molar ratio preceding sequencing Illumina Hiseq (50 bp SE v4 high output) and Illumina Nextseq500 (75 bp SE v2) machines.

### Pseudoalignment and gene expression

Transcript abundance was computed by pseudoalignment with Kallisto^65^. Transcript per million (TPM) values were then normalized and fitted to a linear model by empirical Bayes method with the Voom and Limma R packages^66,67^ and differential gene expression was defined as a Benjemini and Hochberg corrected *p*-value of < 0.05 and fold change > 2 unless otherwise noted.

### GO cluster enrichment

GO analysis was performed using the DAVID Bioinformatics Resources 6.8, NIAID, NIH. using an enrichment score cutoff of 1.3 for clusters of GO terms, choosing the term with highest number of represented genes as founder term for each cluster. Non-descriptive or overly general terms were disregarded in favor of the term with the next highest number of genes represented^68,69^.

### Gene-set enrichment analysis

GSEA was performed using the Broad institute GSEA java tool with both curated genesets and our described investigator-defined genesets^36,70^.

### ELISpot

ELISpot assay plates (Millipore MSIPN4W50) were coated with capture goat anti-Ig-heavy/Ig-light antibody (Southern Biotech 1010-01) at 10 μg/ml and blocked in complete growth media (RPMI, 10% FBS, HEPES, Penn/Strep, NEAA, Na-Pyruvate, 2-ME). Cells were plated in complete growth media at indicated cell number or at 10^5^ cells/well and serially diluted and incubated overnight. Biotinylated goat anti-IgH/IgL (Southern Biotech 1010-08) capture antibody was used at 0.1 μg/ml. Extraavidin alkaline phosphatase was used at 1:10,000 final dilution. Spots were developed using BCIP/NBT liquid substrate and 1 M sodium phosphate stop solution. Image capture, counting, and quality control was performed using the CTL Immunospot Analyzer and software (Cellular Technologies Limited).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All RNAseq data have been deposited in the GEO database under the accession code GSE141423. All other data for this study are available from the corresponding author upon request.

## Source data

Source Data

# Supplementary material for: mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion
**Source:** Nat Commun. 2020 Feb 5;11:723. doi: 10.1038/s41467-019-14032-1
**Supplement:** Supplementary file 1 — Supplementary Information

mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells prior to antibody secretion

Brian T. Gaudette,¹ Derek D. Jones,¹ Alexandra Bortnick,¹ Yair Argon,^{1,2} and David Allman^{1*}

Supplementary Figures

Fig 1: Control of B cell activation versus differentiation.

Fig 2: Resting marginal zone B cells possess a unique transcriptome associated with enhanced protein synthesis and cellular activation.

Fig 3: Sort gates for purifying Blimp1^{+/-} activated follicular B cells.

Fig 4: Expression of UPR gene targets in in-vivo activated B cells.

Fig 5: Robust activation of the UPR in Xbp1-deficient cells.

Fig 6: Efficient deletion of Rptor impairs differentiation but does not impact viability.

Table 1: Functional heterogeneity in UPR program genes.

Supplementary Figures:

Supplementary Figure 1

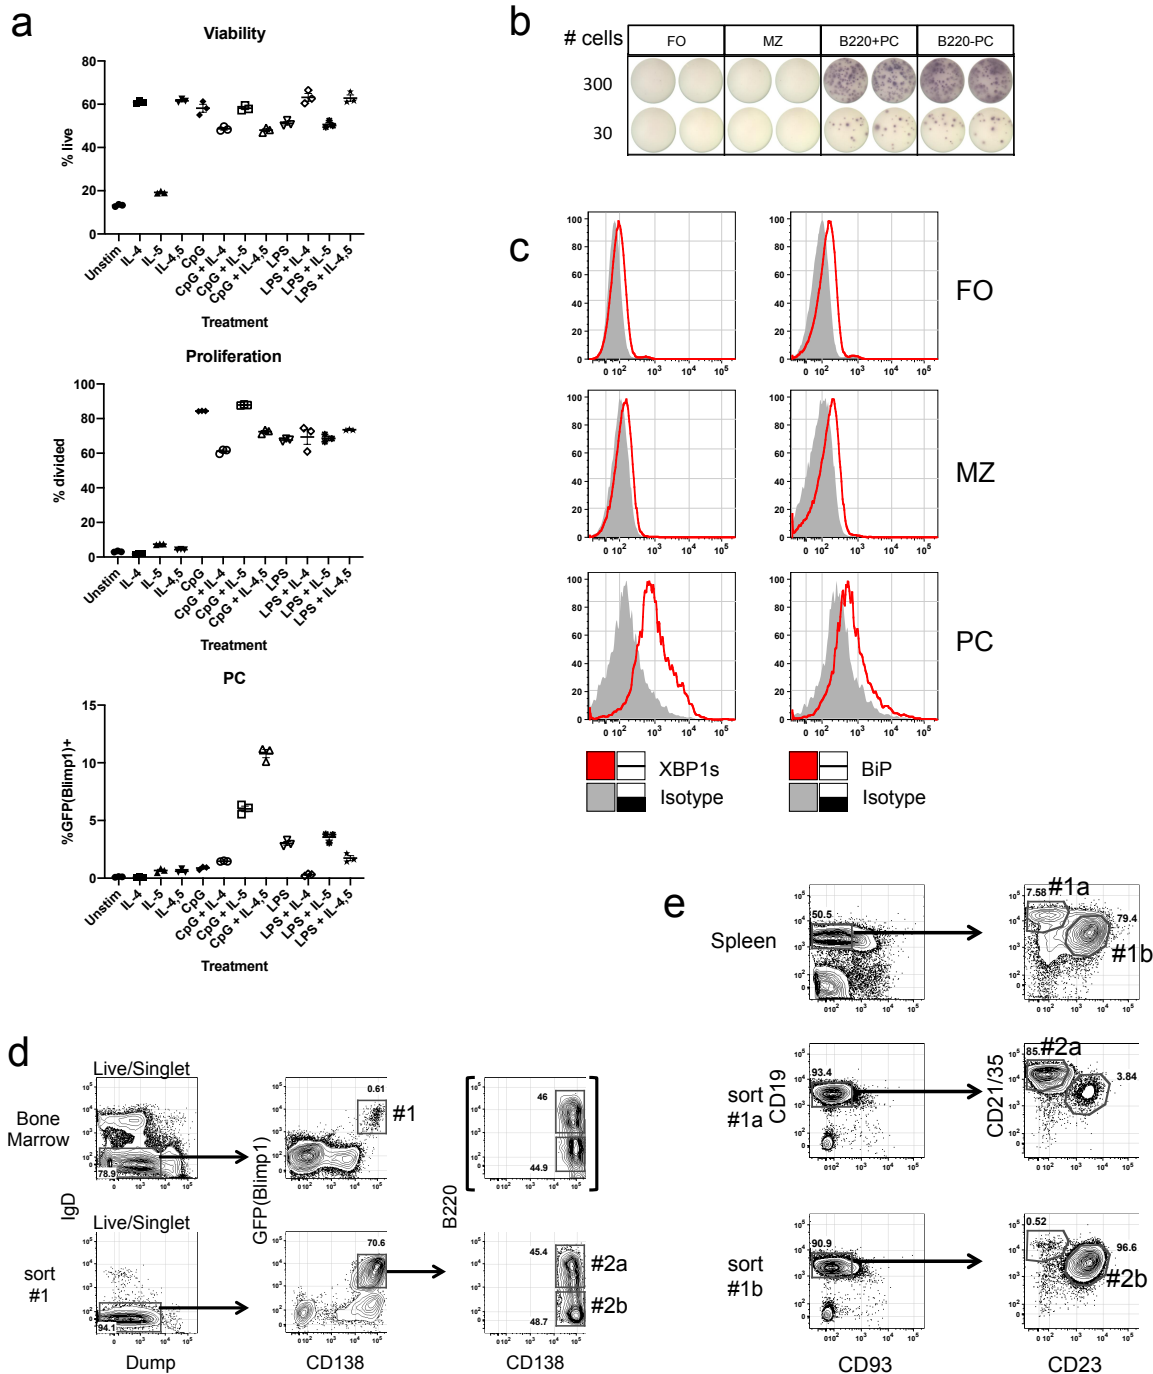

Supplementary Figure 1: Control of B cell activation versus differentiation. **a**, Splenic follicular B cells were CTV labeled, purified by CD23 column selection from B6.Blimp1^{+/GFP} mice, stimulated in culture as indicated and analyzed by flow cytometry. Summary data is shown as individual data points, mean and SEM. **b**, Splenic follicular (FO), marginal zone (MZ), and bone

marrow immature (B220+) and long-lived (B220-) plasma cells (PC) were sorted from adult female C57BL/6 mice. The indicated number of cells from each population were added to ELISPOT plates coated with anti-mouse heavy and light chain polyclonal antibody. **c**, C57BL6 mouse spleens were stained for intracellular BiP and XBP1s as well as relevant isotype controls and analyzed by flow cytometry. Representative plots from 3 independent replicates are shown. **d**. Gating and sorting strategy is shown for bone marrow plasma cell subsets indicating where primary and secondary sort populations were gated for B220+ PC (#2a), and B220- PC (2b). **e**. Gating and sorting strategy is shown for splenic B cell populations indicating where primary and secondary sort populations were gated for MZ B cell (#2a) and follicular B cell (#2b) groups. Source data are provided as a Source Data file.

Supplementary Figure 2

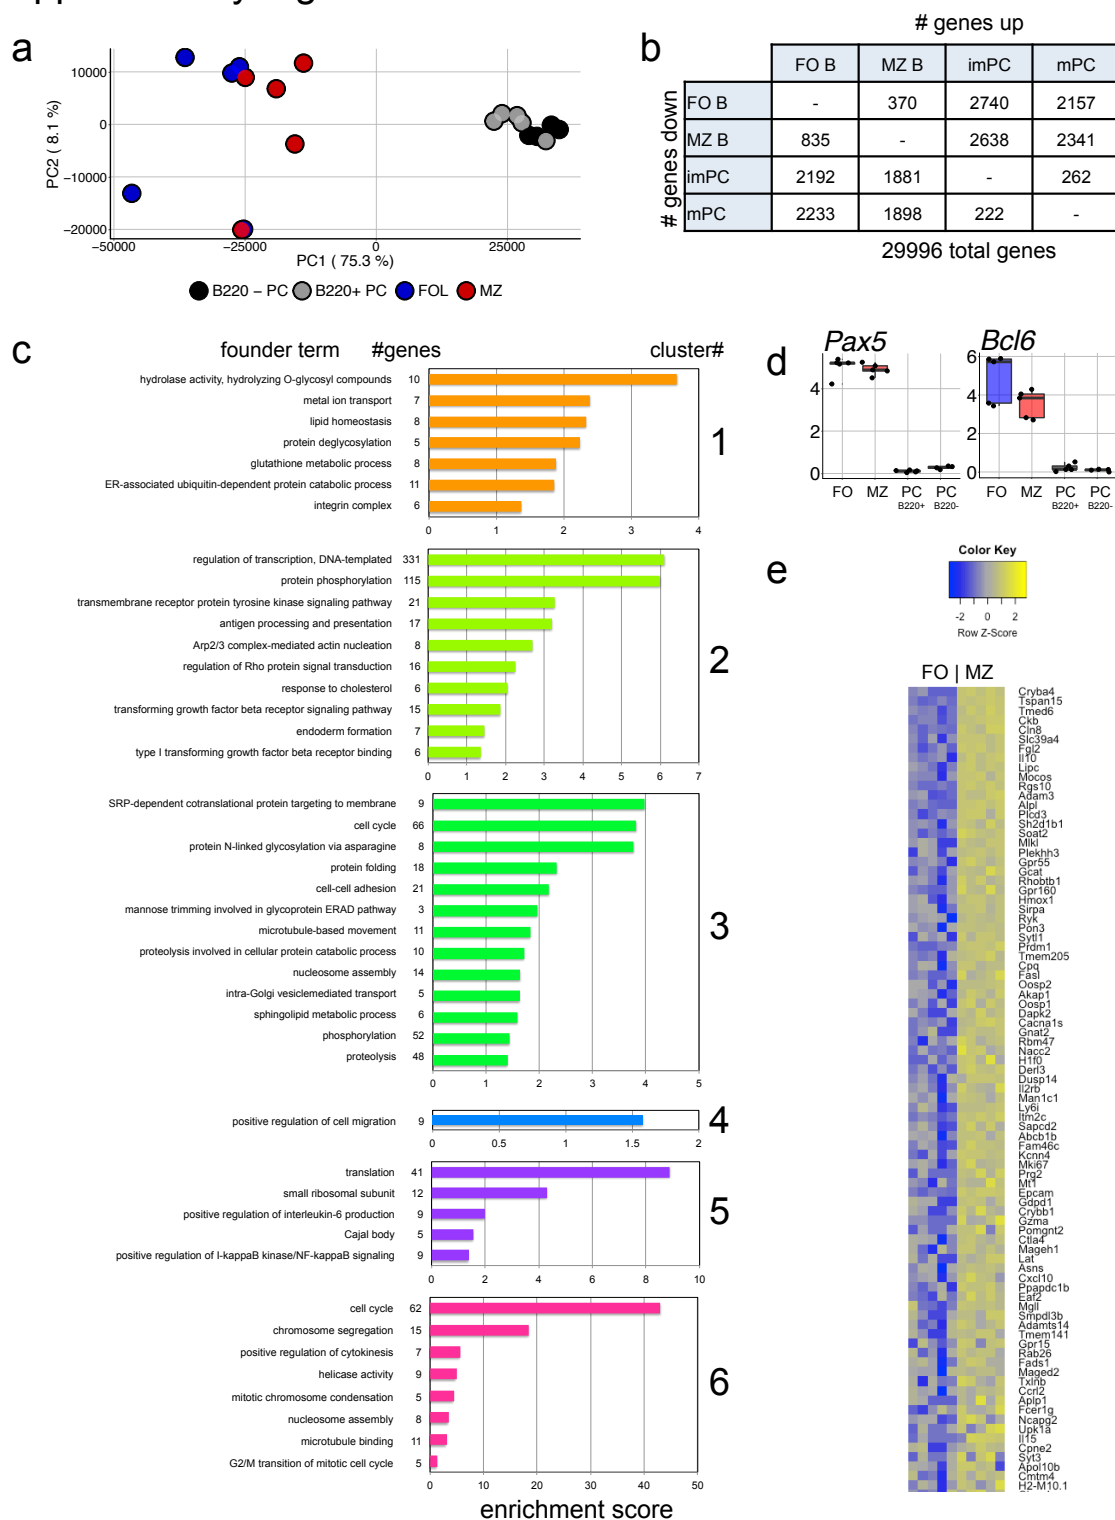

Supplementary Figure 2: Resting MZ B cells possess a unique transcriptome associated with enhanced protein synthesis and cellular activation. a, PCA analysis of RNA-seq data derived from the indicated cell populations from 4-5 individual mice. b, Numbers of differentially expressed

genes in each population established using a 2-fold cut-off and adjusted p value <0.05 (BH-adjusted P-value - eBayes method). **c**, GO term clustering analysis for all co-regulated gene clusters from Fig 2A. Indicated is the founder term for each GO term cluster followed by the number of genes represented in that term. Bar length is an indication of the enrichment score for the GO cluster. **d**, The leading-edge gene expression is shown by Z score for the PC-specific gene signature showing the most differentially expressed genes in the signature between MZ and follicular B cells.

Supplementary Figure 3

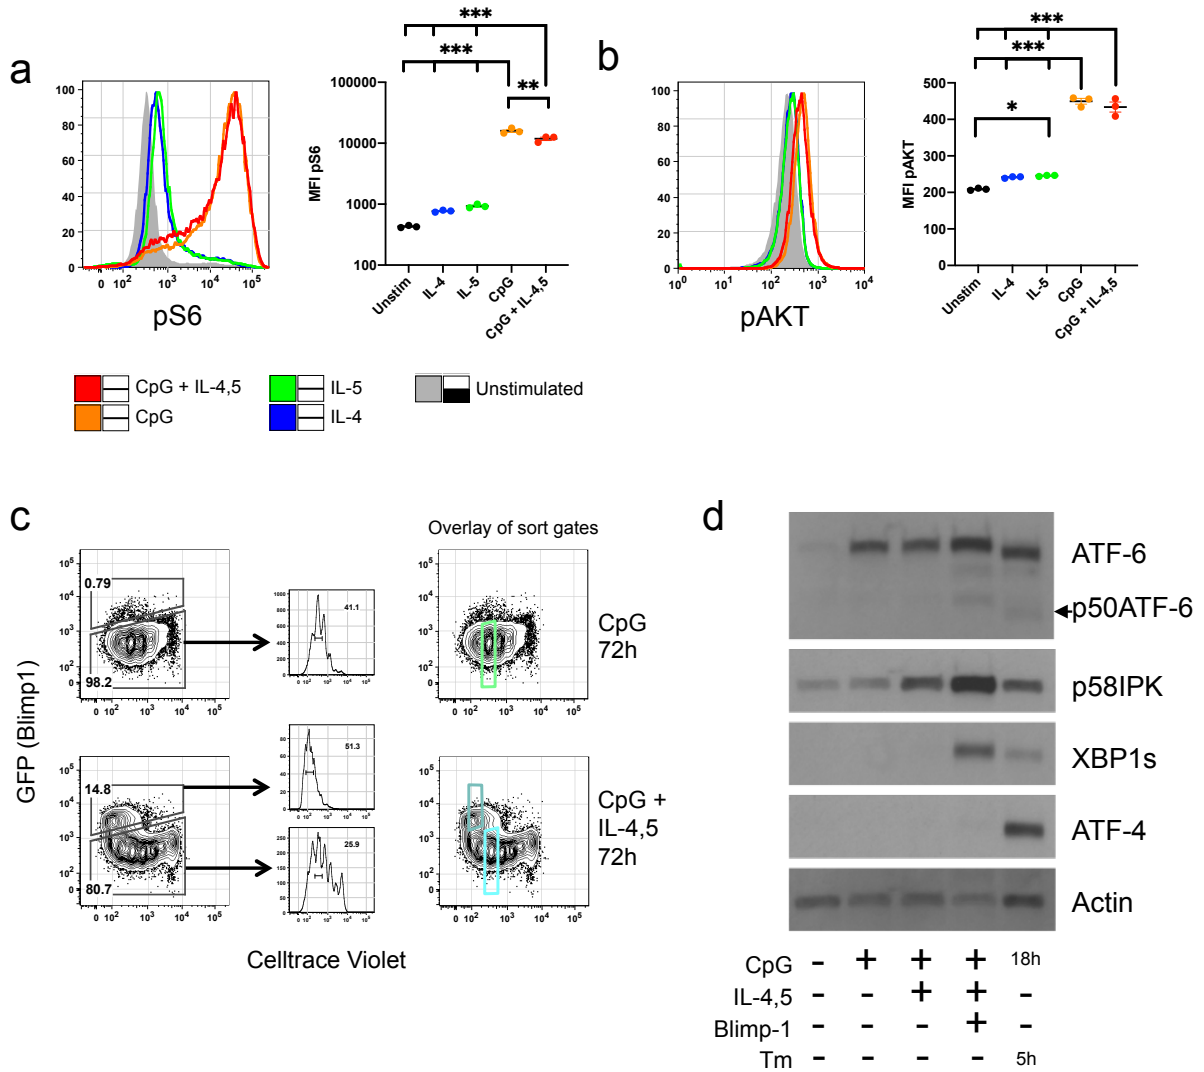

Supplementary Figure 3: **a,b**, CD23 selected follicular B cells were stimulated as indicated for 18 hours prior to analysis by intracellular flow cytometry. Summary data is shown as individual data points, mean and SEM. (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$ One-way ANOVA, Tukey post-test). **c**, Sort gates for purifying Blimp1⁺ activated follicular B cells. CTV-labeled follicular B cells from adult female B6.Blimp1^{+/GFP} mice were stimulated for 72 hours with CpG +/- IL-4 and IL-5. All plots show viable cells only. **d**, CD23 selected follicular B cells from B6.Blimp1^{+/GFP} mice were stimulated for 72 hours as indicated prior to sorting on divided Blimp⁺ and Blimp⁻ fractions and analysis by western blot. Tunicamycin (Tm) treated follicular B cells were activated with CpG overnight and then treated with 1 μ g/mL tunicamycin for 5 hours prior to lysis. Source data are provided as a Source Data file.

Supplementary Figure 4

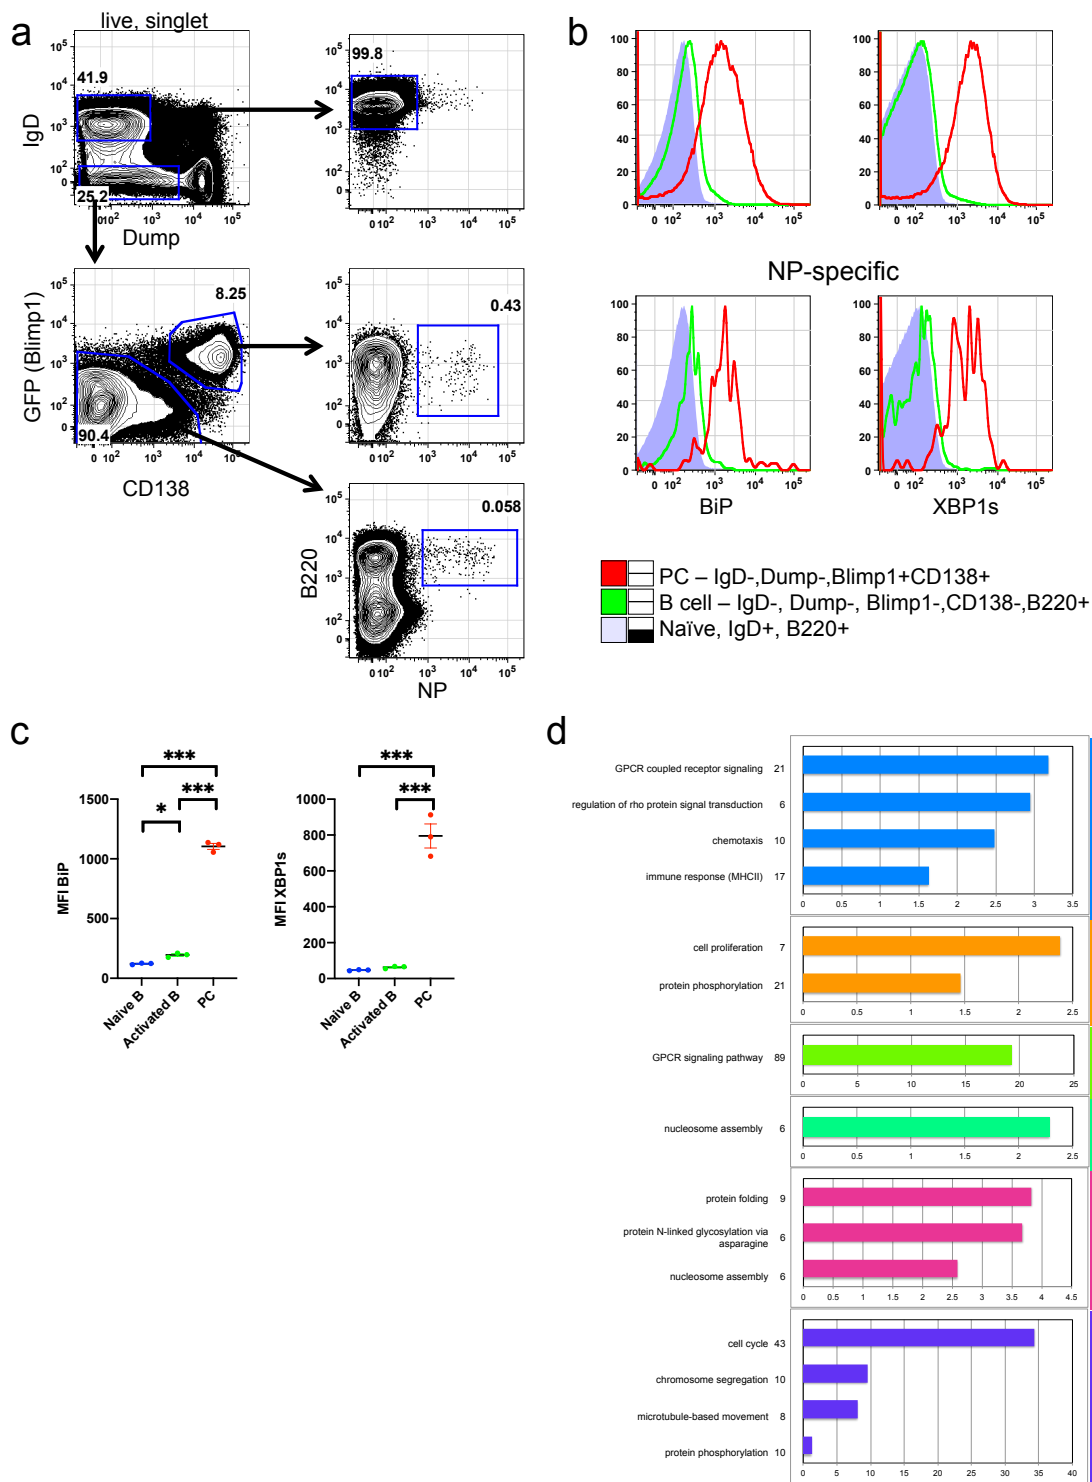

Supplementary Fig 4: Expression of UPR gene targets in in-vivo activated B cells. B6.Blimp1^{+/GFP} mice were immunized with 50 μ g NP-LPS 4 days prior to splenocyte harvest. Each population was sorted as gated and then sorted again to ensure purity of rare populations. **a**, Gating

strategy is shown for isolation by FACS sorting of NP-Specific PCs and B cells as well as naïve B cells. **b**, Intracellular staining of BiP and XBP1s is shown for each group 4 days post immunization with NP-LPS. Top row displays all PCs and B cells in the parent gate while the bottom indicates the staining for antigen specific cells. **c**, Quantification of three animal replicates of experiment in **b** is shown. Summary data is shown as individual data points, mean and SEM. (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$ One-way ANOVA, Tukey post-test) **d**, GO term clustering analysis for all co-regulated gene clusters from Fig 5a. Indicated is the founder term for each GO term cluster followed by the number of genes represented in that term. Bar length is an indication of the enrichment score for the GO cluster. Source data are provided as a Source Data file.

Supplementary Figure 5

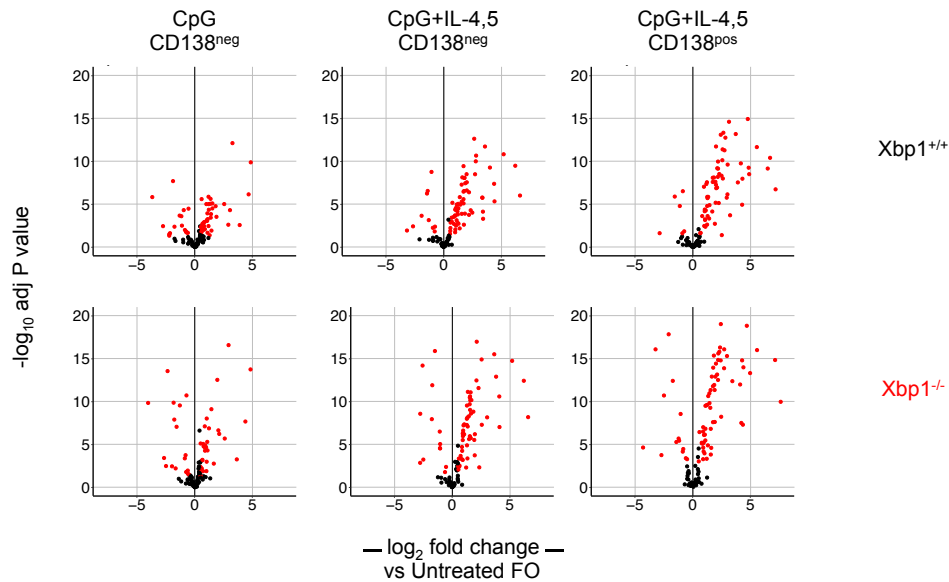

Supplementary Figure 5: Robust activation of the UPR in Xbp1-deficient cells. RNA-seq data from CpG or CpG + IL-4,5 treated, Xbp1-sufficient ($Xbp1^{+/+}$) and Xbp1-deficient ($Xbp1^{-/-}$) follicular B cells for UPR hallmark genes is displayed as volcano plots. Adjusted P value is the $-\log_{10}$ transformed differential expression statistic, BH-adjusted P-value - eBayes method - Limma. Genes coded in red indicate adjusted p value < 0.05 and log2 fold change > 1.

Supplementary Figure 6

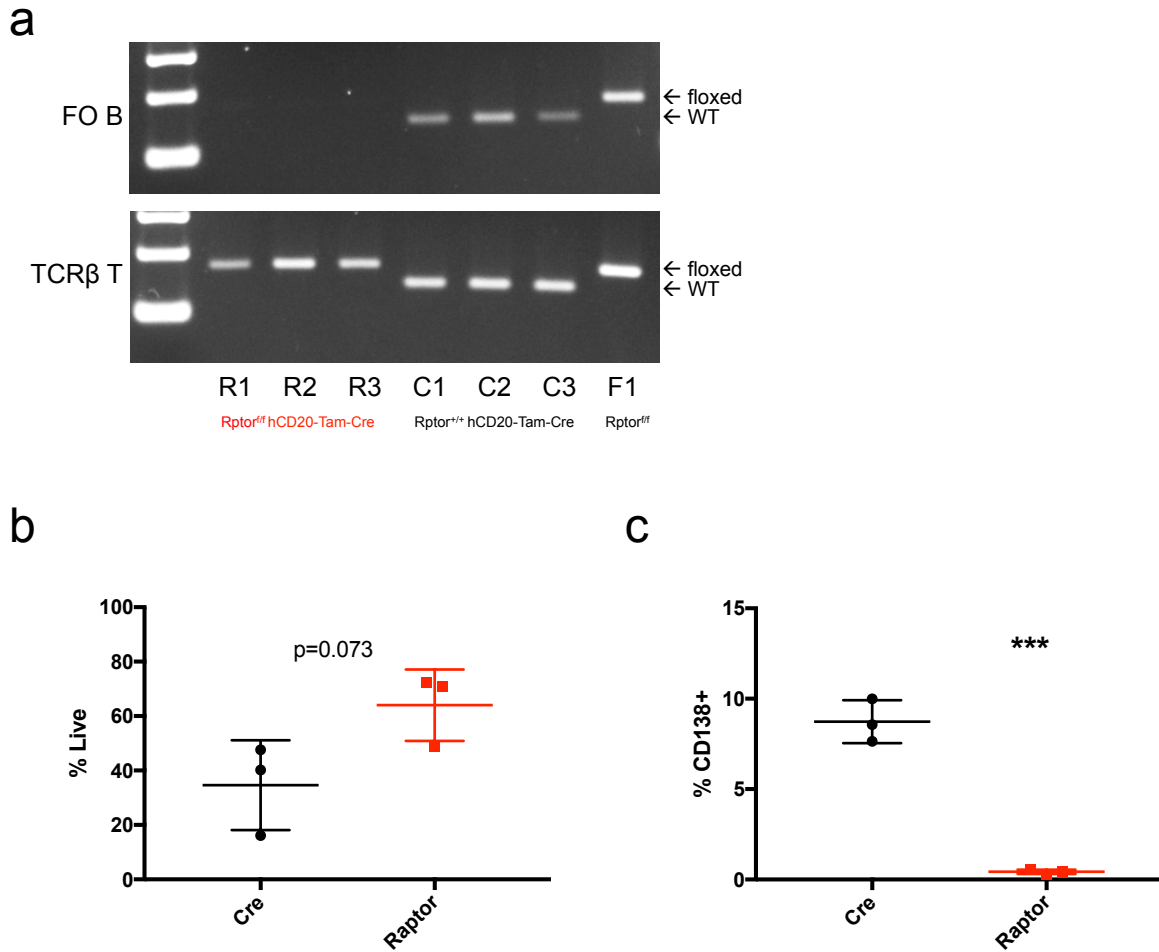

Supplementary Figure 6: Efficient deletion of Rptor impairs differentiation but does not impact viability. **a**, CD20-TAM-Cre;Rptor^{fl/fl} (R1-3) and CD20-TAM-Cre;Rptor^{+/+} (C1-3) were treated with tamoxifen for 10 days and genomic DNA from purified follicular B cells (CD19⁺, AA4.1⁻, CD23⁺, CD21/35^{int}) and CD19⁻, TCRβ⁺ T cells was used to detect WT and floxed Rptor by PCR. Note loss of PCR product in CD19⁺ CD20-TAM-Cre; Rptor^{fl/fl} cells. Lane 7 (F1) is PCR product from a Rptor^{fl/fl} animal lacking a Cre allele. **b-c**, Raptor-sufficient and deficient follicular B cells were stimulated with CpG + IL-4,5 for 72 hours were analyzed for viability and CD138 expression by flow cytometry. Summary data is shown as individual data points, mean and SEM (*p<0.05, **p<0.01, ***p<0.001 Students T test). Source data are provided as a Source Data file.

Supplementary Tables

Supplementary Table 1

B cell activating UPR		PC-inductive UPR	
chaperone	Dnaja4	chaperone	Bag3
hypoxia	Hyou1		Dnajc3
ion transport	Chac1		Fkbp14
	Stc2		Hspa5
microtubule regulation	Dctn1		Hsp90b1
transcriptional regulation	Cebpg		Herpud1
	Cnot6	hypoxia	Vegfa
	Gemin4	ion transport	Slc30a5
	Nfya	microtubule regulation	Kif5b
translational regulation	Asns		Tubb2a
	Eif4g1	transcriptional regulation	Aldh18a1
	Iars		Preb
	Khsrp	translation regulation	Eif4ebp1
	Psat1		Tars
	Slc1a4	UPR regulation	Xbp1
	Slc7a5		Ern1
	Ttc37	autophagy	Wipi1
	Xpot	calcium-dependent protein binding	Wfs1
UPR regulation	Atf6		Calr
	Eif2ak3	endocytosis	Arfgap1
cell cycle	Cks1b	ER-golgi localization	Kdelr3
mTORC1 regulation	Ddit4		Sec31a
oxidoreductase	Mthfd2		Yif1a
signaling	Shc1		Gosr2
		ERAD	Edem1
		isomerase	Ero1l
			Pdia5
			Pdia6
		protein trafficking to ER	Spcs1
			Spcs3
			Srpr
			Srprb
			Ssr1

Supplementary Table 1: Functional heterogeneity in UPR program genes. B cell activating and plasma cell inductive UPR gene segments defined in Figure 3 were grouped by cellular and molecular function. Using GO molecular function terms and NCBI gene descriptions genes were functionally identified and then grouped into connected categories. Color coding matches pie charts in Fig 4b.

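The table sorts 24 B cell-activating and 33 plasma cell-inductive genes into functional categories, and all 57 symbols are in the deposited gene table. In the Raptor experiment 23 and 32 of them were tested. Stc2 did not reach a TPM of 1 in any of the 27 libraries (highest 0.86), and Fkbp14 reached it in 2 (highest 2.62). Of the 9 B cell-activating genes listed under translational regulation, 9 rose from rest to 24 h in Rptor+/+ cells, 6 fell from 24 to 72 h, and 5 were lower in Rptor-/- cells at both 48 and 72 h. Of the 4 listed under transcriptional regulation, 1 rose to 24 h and 0 were called between genotypes at 24, 48 or 72 h. Single genes fill other categories, such as Ddit4 for mTORC1 regulation, which had log2 fold changes of -1.10 at 24 h (adjusted p = 0.186), -0.64 at 48 h (adjusted p = 0.306) and -1.15 at 72 h (adjusted p = 0.0161 from limma).
The 72 h call of Ddit4 is lost without Rptor-/- library 1 or 3 (adjusted p = 0.0522 and 0.0659) or Rptor+/+ library 1 or 2 (adjusted p = 0.0709 and 0.0558).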

# Supplementary material for: mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion
**Source:** Nat Commun. 2020 Feb 5;11:723. doi: 10.1038/s41467-019-14032-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

RNA-seq data were generated on the Illumina HiSeq and NextSeq platforms. Fastq sequence data were generated from BCL files through the standard Illumina pipeline.
Flow cytometry data was collected on BD FACSAria sorters, and BD LSR II and LSRFortessa analyzers.

Data analysis

All downstream RNA-seq analyses were performed with open source software. TPM data were generated with Kallisto v 0.43.1, differential expression was assessed with limma 3.40.2 (Voom normalization and linear modeling and hypothesis testing). All RNA-seq data display and additional statistics were performed within the R statistical environment v 3.6.0.
Flow cytometry data were analyzed with Flowjo v 8.8.7
Additional graphical and statistical analyses were performed within Graphpad Prism v 8.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability: All RNAseq data have been deposited in the GEO database under the accession code GSE141423 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141423>]. All other data for this study are available from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Based on past very similar experiments in inbred mice.
Data exclusions	No completed data were excluded from the findings
Replication	We repeated experiments on average 2-3 times with biological replicates for each individual experiment.
Randomization	Mice were grouped according to genotype and no additional treatments were performed so randomization was not appropriate. Wherever possible hetXhet breeding was used to ensure that all genotypes were found amongst littermate groups.
Blinding	Not relevant.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antibodies (clone) [Dilution] and providers:<br>CD23 (B3B4)-PE and -BV421[1:200], TCR β (H57-597)-PE[1:400], Ter-119-PE[1:400], CD138 (281-2)-PE[1:400] and XBP1s (Q3-695)-PE-CF594[1:200] were purchased from BD Biosciences. IgD (11-26.2a)-APC-Cy7[1:200], CD4 (GK1.5)-PE-Cy7[1:400], Ter-119-PE-Cy7[1:400], F4-80 (BM8)-PE-Cy7[1:400], Sca-1 (D7)-BV605[1:200], B220 (RA3-6B2)-BV421[1:200], and CD138 (281-2)-BV605[1:400] were purchased from BioLegend. ATF-4 (D4B8)[1:1000], XBP1s (E8Y5F) [1:1000], p58IPK (C56E7) [1:1000], ATF-6 (D4Z8V) [1:1000], BiP (C50B12)-PE[1:200], pAKT (S473) (D9E)-PE[1:100] and pS6(S235/236) (D57.2.2E)-PE-Cy7[1:200] were purchased from Cell Signaling Technology. AA4.1-APC[1:100], CD21/35 (8D9)-PE-Cy7[1:200], IgM (11/41)-PerCP-ef710[1:200], and CD8 α (53-6.7)-PE and -PE-Cy7[1:400] were purchased from eBioscience (ThermoFisher). CD19 (6D5)-APC-Cy5.5[1:150] and F4-80 (BM8)-PE[1:400] were purchased from Invitrogen. B220 (RA3-6B2)-APC[1:200] was purchased from Tonbo biosciences.
Validation	All reagents were purchased from established vendors.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Mus musculus:<br>Strain: C57BL/6 - age 10-14 weeks, equal numbers male/female where possible<br>Substrains: B6.BlimpGFP, B6.hCD20-TamCre, Xbp1-flox, Raptor-flox<br>B6.BlimpGFP mice are maintained as B6.Blimp+/GFP and continuously bred to B6 dams.<br>Xbp1-flox and Raptor-flox mice were bred to B6.hCD20-TamCre mice as flox-het.cre to flox-het breeders in order to insure appropriate littermate controls. All control data come from Cre expressing animals lacking floxed alleles to account for cre recombinase activity effects

Wild animals

n/a

Field-collected samples

n/a

Ethics oversight

All studies were approved by the regulatory affairs (IACUC) office at the University of Pennsylvania.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Spleens were disrupted mechanically using frosted glass slides and filtered through 68 micron nylon mesh, RBC lysis was performed with ACK buffer and where applicable cells were labeled with Celltrace Violet proliferation dye.
Bone marrow was flushed from leg bones with 23 gauge needles and filtered through 68 micron nylon mesh, and RBCs were lysed with ACK buffer.

Instrument

Sorting: BD FACSAria
Analysis: BD LSR II, BD LSR Fortessa

Software

Flowjo v 8.8.7

Cell population abundance

Plasma cell: initial: ~0.1% of total bone marrow. Sorted twice to ensure purity. Samples were initially sorted on total plasma cells then on subset plasma cells on second sort. Initial sort yielded ~70% purity, second sort yielded >95% purity.
Marginal zone B cells: Initial ~3% total spleen. Initial sort yielded ~80% purity, second sort yielded >95% purity.
Follicular B cells: Initial ~30% total spleen. Initial sort yielded ~95% purity, second sort yielded >95% purity.
All final sorts were checked for purity by sorting an additional aliquot for re-run.
Sorting strategy and representative sort data from a study mouse are shown in Supplementary Figure 1.

Gating strategy

Plasma cell: FSC/SSC size gate (lymphocyte to large lymphocyte), singlet, Live/Dead negative, IgD-, Dump(CD4, CD8a, Ter-119, F4/80)-, GFP(Blimp1)+, CD138high, B220+/-
Follicular B cell: FSC/SSC size gate (lymphocyte), singlet, Live/Dead negative, CD19+, CD93-, CD23+, CD21int
Marginal Zone B cell: FSC/SSC size gate (lymphocyte), singlet, Live/Dead negative, CD19+, CD93-, CD23-, CD21high

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

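The authors made the values before they deposited them, per their methods: transcripts were quantified with kallisto against mm10, gathered by gene symbol and given as TPM in one table, and passed through limma voom to give the log2 values of the other table. The table of log2 values has its own lowest value in each library. If this stands for a count of 0, the values follow log2((x + 0.5)/(L + 1) × 1e6) for estimated counts x and library size L; the files do not say so. The source label of the 3 Rptor+/+ CD138+ libraries calls them null; their titles, genotype labels and the paper's Source Data give Rptor+/+, which was used. Both tables hold 36 libraries and 30317 gene symbols, and all columns were used. Read files were not used.

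The TPM as deposited were taken as log2(TPM + 1). limma fitted 1 mean per group over the 27 libraries of the time course, over the 12 resting libraries or over the 12 libraries at 72 h, with eBayes and a trend. Genes with a TPM of at least 1 in at least 3 libraries of the fit were tested (13552, 12713 and 11890). Adjusted p-values are Benjamini-Hochberg over the genes tested in a comparison, and an adjusted p under 0.05 is a call. "Adjusted over the list alone" means over the tested members of that list. A "relative" change is the log2 fold change minus the median of all genes tested. All p-values for single genes come from limma, whose variances are shared between genes; groups hold 3 libraries.

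The 31 gene lists are both UPR sets as the study's Supplementary Table 1 gives them, and 29 written from general knowledge of B cells: ER folding, PERK and ATF4 stress, amino acid supply, aminoacyl-tRNA synthetases, sterol and fatty acid synthesis, glycolysis, ribosome biogenesis, ribosomal proteins, S phase, mitosis, plasma cell genes, B cell identity, IL-4 response, lysosome, FoxO, interferon, mTORC1 components, proteasome, respiratory chain, MZ and follicular markers, T cell, macrophage, neutrophil, erythroid and NK and dendritic cell markers, mitochondrial transcripts and immediate early genes. camera tested each against the other genes with a correlation of 0.01, and again with an estimated correlation, adjusted over the lists of a comparison.

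The genes named are Rptor; the genes that the paper's text or Fig. 7c names for this experiment, whose Source Data values had been seen; for each list and comparison up to 4 members with the smallest adjusted p and up to 4 called against the majority; for each genotype comparison the 8 highest and 8 lowest called genes with a mean TPM of at least 10 and no overlap between groups; and Prdm1, Sdc1, Irf4, Pax5, Bach2 and Bcl6. The text names a part of these.

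Positions are those of RefSeq on GRCm38, found for 26664 of the 30317 symbols. The steps were run on simulated libraries with 200 changed genes before use. At a log2 change of 1, 80.6% were called at 72 h, 82.1% at 24 h, 50.7% in MZ B cells and 62.7% in CD138+ cells. At a log2 change of 0.5 these shares were 31.3%, 40.3%, 4.5% and 9.0%. Noise was drawn separately for each gene and library, and the changed genes were among the more highly expressed. Differences that many genes of a library share were therefore not simulated. R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9 were used.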

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

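The tests of transcripts from another strain, of loss of Raptor acting on genes near Rptor, of lower depth and of the immunoglobulin share were chosen after the results were seen, as were the bound for receptor genes, the ratios from held-out libraries and the ratio over the genes higher in CD138- cells. The others were not, but St6galnac2 and Cant1 were taken for the test of labels because they differed between genotypes in other follicular groups of these data.

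The genotype difference in CD138- cells changed between 24 and 72 h for 306 genes (107 down, 199 up), by a test of the difference between the times. Of 100 drawn splits of the libraries, 11 give as many or more, the real split included, with a highest other value of 1233, so chance is not excluded by this test. All 10 other splits as large keep the real grouping at 72 h, and the highest without it is 6. The count is 204 without Rptor-/- 72 h library 2.

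In resting follicular B cells, outside the genes the paper discusses, 45 genes differed between the genotypes. The splits of 3 against 3 libraries are 10, too few for a share under 0.05 (real value 45 in 1 split, highest other 18), and the count is 99 without Rptor+/+ library 3. In resting MZ B cells, which the paper does not report on for this experiment, 3 genes differed, all higher in Rptor-/-. Rptor was not lower there (6.22 ± 2.31 TPM, SD, n = 3, against 5.61 ± 2.48), with a log2 fold change of 0.14 (standard error 0.32, adjusted p = 0.954 from limma). This value covers the whole gene and does not measure the loss of the floxed part. The 10 splits are again too few (real value 3, reached in 2 splits), and the highest other value of 498, from Rptor-/- libraries 1 and 2 with Rptor+/+ library 3, points to a structure of the samples. The count is 6 without Rptor-/- MZ library 2 and 1 without Rptor-/- MZ library 3. Between MZ and follicular B cells of Rptor+/+ mice 2088 genes differed (10 splits, too few; highest other 1), with 1334 without follicular library 1, 1137 without follicular library 2 and 1116 without MZ library 2.

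The genes called at rest lie near Rptor more often than those tested. All 3 called in MZ B cells (St6galnac2, Cygb and Gm11744) lie within 10 Mb of it, a share 82.0 times that among the tested genes (Fisher exact p = 1.8e-06), though the 3 are neighbours and make up 1 place; in follicular B cells 4 of 45 do (Fisher exact p = 0.0020). A poorer match of another strain's transcripts to the reference would lower such genes, but 3 of the 4 are higher in Rptor-/- cells. Loss of Raptor acting on them stays open, since the ratios taken in follicular cells disagree. The median absolute log2 fold change there at 72 h is 0.65 times that at rest over the 4 genes and 7.98 times over the MZ genes. The 7.98 sets 3.853 against 0.483, medians that fall on different genes. St6galnac2 itself had 2.911 at rest and 3.853 at 72 h in follicular cells. DNA of another strain kept beside the floxed allele is a candidate explanation, as a hypothesis; the files hold no sequence to test it on.

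In 72 h CD138+ cells, which the paper reports for Rptor+/+ alone, 122 genes differed between the genotypes, 44 lower and 78 higher in Rptor-/- (10 splits, too few; 1 as large, highest other 3). The count is 334, 63 and 64 without Rptor-/- library 1, 2 or 3, and 37, 9 and 40 without Rptor+/+ library 1, 2 or 3. The genotype difference itself differed between CD138+ and CD138- cells for 3 genes, here named after their values were seen: Aicda (-1.01 in CD138+ against -3.50), Slco4a1 (-0.74 against -2.62) and the immunoglobulin segment Ighv11-2.

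Rptor was not called lower in these Rptor-/- CD138+ cells (3.00 ± 1.02 TPM, SD, n = 3, against 3.79 ± 0.15). Its log2 fold change was -0.29 (standard error 0.25, adjusted p = 0.675 from limma), and the difference from CD138- cells was 0.59 (standard error 0.36, adjusted p = 0.785). These values cover the whole gene and do not measure the loss of the floxed part. Resting follicular cells had a like value (-0.285, adjusted p = 0.567 from limma), though PCR in the paper shows loss of the floxed product in follicular B cells. One source label also calls the 3 Rptor+/+ CD138+ libraries null, against their titles, genotype labels and the paper's Source Data. Libraries of the other genotype under the label Rptor-/- are argued against by St6galnac2 and Cant1, higher than in Rptor+/+ with no overlap, the smaller log2 fold change being 1.31. A share of the TPM taken by immunoglobulin is argued against by the value of -0.360 without those genes. CD138+ cells that kept Rptor cannot be told apart from a smaller effect of its loss in CD138+ cells: over 741 genes lower in CD138- cells the median log2 fold change in CD138+ cells is 0.36 times as large (0.44 to 0.50 in held-out libraries) and over 929 higher genes 0.58 times, and both would give a smaller change.

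Rptor+/+ 72 h CD138- library 3 stands apart, with a median correlation of 0.944 with its replicates. Cells of another type are argued against by the summed TPM of 5 marker lists, at most 1.21 times the highest among the other 72 h CD138- libraries (neutrophil markers, 4.14 against 3.43 TPM), though T cell markers, at 106 TPM, stand above the 59.5 and 63 of its replicates and below the 122 of the highest other library. Lower depth, and genomic DNA or unspliced RNA, cannot be told apart from other reasons: its implied size of 5.84 × 1e6 estimated counts is the lowest of the 36, and the 19102 genes it lists above 0, against 15447 and 15726, decide nothing on depth because off-target signal would add genes. It lists 323 olfactory and vomeronasal receptor genes above 0, 3.7 times the 87 of the next 72 h CD138- library, while 5 libraries of other groups list more, up to 347 beside the 544 of Rptor+/+ resting follicular library 2, the other library that stands apart. No biological explanation was tested.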

How the results depend on the processing

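Leaving out both libraries that stand apart (Rptor+/+ resting follicular 2 and 72 h CD138- 3), voom on the implied estimated counts and leaving out genes near Rptor were added after the results were seen. Of 6779 alternative values for 319 single gene results, 6038 kept direction and side of the threshold, 626 lost the call, 102 gained it and 13 changed sign; of 420 for 22 counts, 316 stayed within 1.5 times and 104 did not. The cause was not tested, except that fewer genes or libraries enter by construction. Without a filter the counts were 4 lower and 6 higher at 24 h, 864 at rest and 34 in CD138+ cells, and with a TPM of at least 5 they were 8 at rest and 1 B cell-activating gene at 24 h.

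Sign changes, none called: Kdelr3 at 24 h, listed at 0 (0.003 with voom on TPM, 0.028 with deposited values, -7.1e-07 with quantile normalization, 1.1e-17 with the block as a random effect, 0.029 with implied counts); Prdm1 at 24 h (-2.6e-05 with deposited values, -0.012 with implied counts, -0.350 without Rptor-/- library 1, -0.091 without Rptor+/+ library 2; range to 0.373); Irf4 at 24 h (0.002 without Rptor-/- library 1; range from -0.344); Dnajc3 at 24 h (0.007 without Rptor-/- library 2, 0.012 without Rptor+/+ library 2; range from -0.138); Sdc1 at 48 h (0.144 without Rptor-/- library 1; range from -0.287).

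Counts in the order 24 h lower/higher, B cell-activating and PC-inductive genes lower at 24 h, 48 h lower/higher, 72 h lower/higher, interaction, resting follicular, MZ, MZ against follicular, CD138+, where moved. Voom on TPM: B cell-activating 2, CD138+ 72. Deposited values: B cell-activating 1, MZ 1, CD138+ 232. Pseudocount 0.1: MZ 1. Fold over 2: 7/5, 60/58, 242/218, PC-inductive 3 at 48 h and 3 at 72 h, interaction 198, MZ against follicular 1211, CD138+ 77. Only the groups compared: 0/3, 552/361, 362/374, interaction 156, resting 5, CD138+ 25. All 36 libraries: 6/8, B cell-activating 1, 180/107, 72 h higher 592, interaction 157, MZ 116, MZ against follicular 3834, CD138+ 340. Both libraries that stand apart left out: 35/30, B cell-activating 1, PC-inductive 1, 582/426, resting 71, MZ against follicular 1137, CD138+ 270. Implied counts: 29/33, B cell-activating 4, PC-inductive 1, resting 9, MZ 1. Genes within 10 Mb of Rptor left out: MZ 0. An estimated correlation calls 2, 8 and 6 of 31 lists at 24, 48 and 72 h against 16, 20 and 19.

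Leaving out each library in turn: 24 h lower 0 to 101 and higher 3 to 41; B cell-activating 0 to 7, 8 to 8 and 7 to 9 at 24, 48 and 72 h; PC-inductive 0 to 5, 9 to 12 and 9 to 13; 48 h 165 to 211 lower and 106 to 175 higher; 72 h 536 to 729 lower and 612 to 984 higher; interaction 204 to 344; resting 34 to 99; MZ 1 to 6; MZ against follicular 1116 to 1948; CD138+ 9 to 334; highest at 24 h 11 to 12 and at 72 h 14 to 17. By library, 24 h lower/higher are 1/6, 0/3 and 41/13 without Rptor-/- 1, 2 or 3 and 1/4, 17/6 and 101/41 without Rptor+/+ 1, 2 or 3; 48 h are 189/116, 166/106, 193/175, 165/130, 211/132 and 182/137 in that order; 72 h higher is 612 without Rptor-/- 1 and PC-inductive 9 without Rptor-/- 2; others stand beside the results above.

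Between genotypes the libraries share only a number, and within a genotype neither the paper, which stimulated cells from each mouse for 24, 48 or 72 h, nor the labels say that a number marks a mouse. A replicate block gives 24 lower at 24 h, with 3 B cell-activating and 1 PC-inductive genes; as a random effect it gives 1 B cell-activating gene, 2664 genes in MZ against follicular and 374 for the interaction. The block changes no call of a gene named for 24 to 48 h or for CD138+ against CD138- cells in Rptor+/+. Between genotypes, 1 of 18 same-numbered correlations is over 0.1 (median -0.007); within a genotype 18 of 30 are over 0.1 (median 0.116), with all 3 over it in 5 of 10 pairs of groups, and 25 of 30 are the best, a hint from the data, not the design.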

Differences from the paper's values

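The comparisons with voom on the implied estimated counts and without both libraries that stand apart were chosen after the values were seen. The paper's Source Data of Fig. 7c hold the deposited values themselves (486 of 486 equal log2(TPM + 1) within 0.01), so that their 54 log2 fold changes, which lie within the larger error of those found here, are no independent check.

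The paper's Fig. 7a and 7c, read by eye, mark Mthfd2, Psat1, Slc7a5, Iars, Tars and Eif4ebp1 as different between the genotypes at 24 h. None of the 6 is called here at that time by limma (adjusted p = 0.0517, 0.0838, 0.0838, 0.220, 0.0873 and 0.149), while their log2 fold changes are below 0. The paper's methods apply voom before limma, which the main fit here does not. Among the alternatives set before the data were examined, though after the Source Data values were seen, voom on TPM calls Mthfd2 and Psat1 (adjusted p = 0.0435 each). A replicate block, which joins libraries of both genotypes that share only a number, calls Mthfd2, Psat1, Slc7a5 and Tars (adjusted p = 0.0189, 0.0189, 0.0495 and 0.0433). A TPM of at least 5, the block as a random effect and all 36 libraries call Mthfd2 (adjusted p = 0.0439, 0.0471 and 0.0477). Without Rptor-/- library 3, 5 are called (not Iars), and without Rptor+/+ library 2 Mthfd2 and Tars. Chosen after the values were seen, voom on the implied estimated counts calls 4 and drops 2 of the 6 marked genes (Iars and Eif4ebp1), and leaving out both libraries that stand apart calls Mthfd2 and drops 5. Iars is called under none (adjusted p from 0.0835 to 0.788). At 48 h the 13 marked genes and at 72 h the 18 marked genes are also called here; Chac1 is called at 48 h and is not marked.

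The paper describes 6 B cell-activating genes (Slc1a4, Slc7a5, Iars, Mthfd2, Chac1 and Psat1) as reduced in Raptor-deficient cells at each time point, and plasma cell-inductive transcripts as dependent on mTORC1 at each of them. At 24 h none of the 18 genes of Fig. 7c is called here by limma; the 6 have log2 fold changes below 0, while Xbp1 has one of 0.07 and Kdelr3 is listed at 0 in both genotypes. Resting cells may lie outside the paper's statement, since it speaks of stimulation for 24, 48 or 72 h. At rest none of the 6 is called, with log2 fold changes of 0.19 for Mthfd2 and 0.45 for Psat1. At 48 and 72 h the 6 are lower and called.

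Of 32 plasma cell-inductive genes tested, 17 have their highest mean at 72 h in Rptor+/+ cells and 9 rise at each step. The paper describes these transcripts as a group, not one by one, as increasing over the time course; Hspa5, which it names among them, is highest at 24 h.

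The paper describes no induction of CD138 in Raptor-deficient cells (about 0.4% in Supplementary Fig. 6c, read by eye); the series nevertheless holds 3 libraries of sorted Rptor-/- CD138+ cells, with Sdc1 at 40.7 ± 12.7 TPM (SD, n = 3) against 48.9 ± 1.78 TPM in Rptor+/+.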

Other observations

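The splits of the libraries below were planned; no test in this part was chosen after its result was seen.

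In CD138+ cells at 72 h, 4 of 23 B cell-activating UPR genes were lower in Raptor-deficient than in Raptor-sufficient cells (Slc7a5 -1.05, Asns -1.73, Chac1 -1.71, Mthfd2 -0.88; 8 when adjusted over the list alone; adjusted p = 0.0111 with an estimated correlation), and of 32 plasma cell-inductive genes 3 (Eif4ebp1 -0.61, Aldh18a1 -0.69, Tubb2a -0.67; 8 when adjusted over the list alone; adjusted p = 0.0835 with an estimated correlation). Of 17 genes of serine, one-carbon and amino acid supply 4 were lower (7 when adjusted over the list alone; adjusted p = 0.0835 with an estimated correlation). Of 27 B cell identity genes 6 were higher (Cd72 1.88, Cd83 1.34; 17 when adjusted over the list alone; adjusted p = 0.134 with an estimated correlation). Hspa5 stood at 2244 ± 160 TPM (SD, n = 3) in Rptor-/- and 2245 ± 125 TPM in Rptor+/+ CD138+ cells. Of the calls named here, that of Slc7a5 is kept without any 1 library, and that of Asns is lost without Rptor+/+ library 2 (adjusted p = 0.0509 from limma). Without Rptor+/+ library 1, 2 or 3, those of Mthfd2 (adjusted p = 0.0669, 0.0675 and 0.0538), Chac1 (0.0669, 0.0724 and 0.0529), Cd72 (0.0512, 0.0675 and 0.0512), Cd83 (0.0535, 0.0675 and 0.0538), Eif4ebp1 (0.0767, 0.112 and 0.0696), Aldh18a1 (0.0683, 0.136 and 0.0969) and Tubb2a (0.104, 0.149 and 0.129) are lost. Those of Eif4ebp1, Aldh18a1 and Tubb2a are also lost without Rptor-/- library 2 (adjusted p = 0.0507, 0.114 and 0.107) or 3 (adjusted p = 0.0683, 0.0699 and 0.139), and that of Chac1 without Rptor-/- library 3 (adjusted p = 0.0560).

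In resting MZ B cells of Rptor+/+ mice, 11 of 12 MZ markers were higher than in follicular ones (Cd9 4.00, Cd1d1 3.48; 11 when adjusted over the list alone; adjusted p = 0.0384 with an estimated correlation), and of 6 follicular markers 5 lower (Fcer2a -4.40; 5 when adjusted over the list alone; adjusted p = 0.122 with an estimated correlation). Of 24 mitosis genes 15 were higher (Birc5 2.47; 19 when adjusted over the list alone; adjusted p = 0.122 with an estimated correlation). T cell markers had 11 of 12 log2 fold changes below 0, with 1 called lower (median -0.46, camera adjusted p = 0.0391, adjusted p = 0.611 with an estimated correlation). Of 12 mitochondrial transcripts 6 were higher (9 when adjusted over the list alone; median 0.63; adjusted p = 0.498 with an estimated correlation), and of 13 immediate early and dissociation stress genes 1 was lower and 3 higher (1 and 5 when adjusted over the list alone; median 0.71; adjusted p = 0.623 with an estimated correlation). B cell-activating UPR genes had 4 of 21 higher and 0 lower (camera adjusted p = 0.606). Plasma cell-inductive UPR genes had 7 of 31 higher and 1 lower (camera adjusted p = 0.354). Between genotypes in MZ B cells, the whole-gene value of Rptor was not lower in Rptor-/- (log2 fold change 0.14, adjusted p = 0.954 from limma). There limma and voom on TPM called 0 mitosis genes, with 17 lower at an unadjusted p under 0.05 and when adjusted over the list alone (median -1.10, camera adjusted p = 0.0181 with an estimated correlation), while quantile normalization called 1 lower. For S phase genes both called 0, with 15 lower at an unadjusted p under 0.05 and 8 when adjusted over the list alone. All 25 of their log2 fold changes lay below 0 (median -0.52, camera adjusted p = 0.0181 with an estimated correlation). Limma and voom on TPM also called 0 of 11 macrophage and monocyte markers there, with 4 lower at an unadjusted p under 0.05 and none when adjusted over the list alone, but all 11 log2 fold changes lie below 0 (median -0.78; camera adjusted p = 1.4e-05, adjusted p = 0.278 with an estimated correlation). Their summed TPM are 111, 81.6 and 93.9 in Rptor-/- against 234, 152 and 144. Of 12 mitochondrial transcripts both called 0, with 3 higher at an unadjusted p under 0.05 and 11 log2 fold changes above 0 (median 0.26; camera adjusted p = 5.3e-04, adjusted p = 0.471 with an estimated correlation). Limma and voom on TPM called 0 genes of both UPR sets, with 2 and 3 lower at an unadjusted p under 0.05.

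Other lists between genotypes in CD138- cells at 72 h, as genes lower and higher: fatty acid synthesis 2 and 0 of 13, ribosome biogenesis 1 and 1 of 30, S phase 3 and 0 of 25, mitosis 2 and 0 of 24, respiratory chain 4 and 0 of 33, interferon 0 and 2 of 29, mTORC1 components 1 (Rptor) and 3 of 18, MZ markers 1 and 3 of 12, follicular markers 0 and 3 of 6, immediate early genes 0 and 2 of 13. Of 12 mitochondrial transcripts limma and voom on TPM called 0, with 1 higher at an unadjusted p under 0.05 in limma. Adjusted over the list alone these were 5 and 0, 1 and 1, 4 and 0, 7 and 0, 5 and 0, 0 and 1, 1 and 3, 2 and 6, 1 and 3, and 0 and 2. Mitosis had 6 lower with quantile normalization, 9 with voom on TPM, 4 without immunoglobulin genes and 1 with the deposited values. S phase had 5 lower with voom on TPM, fatty acid synthesis 4 with the deposited values, and the respiratory chain 7 without immunoglobulin genes and 1 higher with quantile normalization. Ribosome biogenesis had 2 higher with quantile normalization, interferon 1 without immunoglobulin genes and 1 with the deposited values, and follicular markers 1 lower with voom on TPM. At 48 h ribosome biogenesis had 4 genes lower (7 without immunoglobulin genes; 15 lower and 1 higher when adjusted over the list alone; median -0.35; camera adjusted p = 8.7e-10, adjusted p = 0.124 with an estimated correlation), and the respiratory chain 4 (14 lower when adjusted over the list alone; median -0.25; camera adjusted p = 7.3e-10, adjusted p = 0.131 with an estimated correlation).

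At 24 h, 2 of 24 mitosis genes were lower in Rptor-/- CD138- cells (Plk1 -1.22, Tpx2 -0.93; 17 when adjusted over the list alone; median -0.70; camera adjusted p = 7.9e-20, adjusted p = 0.0730 with an estimated correlation). Voom on TPM calls 1 mitosis gene, neither of these (adjusted p = 0.0799 and 0.118), and the deposited values 0, with 15 lower at an unadjusted p under 0.05. Both calls are lost without Rptor-/- library 1, 2 or 3 (Plk1 adjusted p = 0.0992, 0.0767 and 0.152; Tpx2 0.203, 0.0530 and 0.142) or Rptor+/+ library 1 (adjusted p = 0.329 and 0.328), and that of Plk1 without Rptor+/+ library 2 (adjusted p = 0.139). Erythroid markers summed to 523 TPM in that Rptor+/+ library 1, against 2.37 and 12.2 in its replicates and 6.48, 1.62 and 12 in Rptor-/-. Of 25 S phase genes limma and voom on TPM called 0, with 11 lower at an unadjusted p under 0.05 and 1 when adjusted over the list alone, while all 25 log2 fold changes lie below 0 (median -0.40; camera adjusted p = 2.5e-10, adjusted p = 0.290 with an estimated correlation).

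With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real and the highest other values are 15 and 33 genes lower and 16 and 33 higher at 24 h (2 splits as large each), where the split of Rptor-/- libraries 1 and 3 with Rptor+/+ library 3 calls more than the real one and points to a structure of the samples. For both UPR sets at 24 h they are 0 and 0, and 0 and 1 (10 splits as large each). At 48 h they are 337 and 1 lower, 237 and 1 higher, 8 and 0, and 11 and 0 for the sets, and at 72 h 760 and 1, 934 and 1, 10 and 0, and 15 and 0 (1 split as large each).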
